# A somatic role for the histone methyltransferase Setdb1 in endogenous retrovirus silencing

**DOI:** 10.1038/s41467-018-04132-9

**Published:** 2018-04-27

**Authors:** Masaki Kato, Keiko Takemoto, Yoichi Shinkai

## Abstract

Subsets of endogenous retroviruses (ERVs) are derepressed in mouse embryonic stem cells (mESCs) deficient for Setdb1, which catalyzes histone H3 lysine 9 trimethylation (H3K9me3). Most of those ERVs, including IAPs, remain silent if *Setdb1* is deleted in differentiated embryonic cells; however they are derepressed when deficient for *Dnmt1*, suggesting that Setdb1 is dispensable for ERV silencing in somatic cells. However, H3K9me3 enrichment on ERVs is maintained in differentiated cells and is mostly diminished in mouse embryonic fibroblasts (MEFs) lacking Setdb1. Here we find that distinctive sets of ERVs are reactivated in different types of *Setdb1*-deficient somatic cells, including the VL30-class of ERVs in MEFs, whose derepression is dependent on cell-type-specific transcription factors (TFs). These data suggest a more general role for Setdb1 in ERV silencing, which provides an additional layer of epigenetic silencing through the H3K9me3 modification.

## Abstract (web summary)

Previous studies suggest that DNA methylation is the main mechanism to silence endogenous retroviruses (ERVs) in somatic cells. Here the authors provide evidence that distinctive sets of ERVs are silenced by Setdb1 in different types of somatic cells, suggesting a general function in ERV silencing.

## Introduction

Endogenous retroviruses (ERVs) are major components of mammalian genomes^1^. To silence ERV activity and transposition, hosts have evolved multiple silencing mechanisms to establish and maintain repressive heterochromatin formation across these elements^2^. We previously demonstrated that the H3K9me3 methyltransferase Setdb1 (Eset, KMT1E) represses intracisternal A particles (IAPs) and other ERVs in mouse embryonic stem cells (mESCs)^3,4^. Similarly, the depletion of Trim28 (Kap1, Tif1β), which is a co-repressor of Setdb1, leads to the derepression of IAP elements in mESCs^5^. Trim28 is recruited to ERVs via sequence-specific Krüppel-associated box zinc-finger proteins (KRAB-ZFPs), a large family of transcription factors (TFs) that might have expanded and co-evolved in mammalian genomes with the expansion of ERVs^6,7^. DNA methylation is mostly dispensable for the silencing of ERVs repressed by Setdb1 in early embryonic cells^3,4^. Setdb1 is also required for the silencing of ERVs at approximately embryonic day 13.5 (E13.5) in primordial germ cells^8^, in which DNA is typically hypomethylated^9,10^. In contrast, in somatic and male germ-lineage cells, which are further differentiated, DNA methylation has been proposed to be the main mechanism to silence ERVs and non-long terminal repeat (LTR) retroelements. In this context, CpG dinucleotides of retroelements are densely methylated and *Dnmt1* inactivation leads to IAP derepression in embryos or differentiated mESCs upon depletion of LIF signals^11,12^. Thus, it is generally considered that the H3K9me3-mediated ERV silencing pathway in mESCs is rapidly replaced by a more permanent silencing mechanism, i.e., Trim28-mediated de novo DNA methylation, in differentiated embryonic cells^13–15^. Once DNA methylation is established, sequence-specific KRAB-ZFPs and Trim28 are no longer required^16,17^.

DNA methylation patterns acquired during development have long been considered a stable epigenetic mark in somatic cells and adult cells. However, several recent studies have revealed that some ERVs are also derepressed in differentiated somatic cells lacking Trim28 or Setdb1^18–22^. In this study, we re-evaluate the role of Setdb1 in ERV silencing, not only in ESCs, but also in differentiated somatic cells, in which ERVs are heavily DNA methylated. We find that specific sets of ERVs are reactivated in different types of Setdb1-deficient somatic cells. Our data suggest that Setdb1 plays a more general role in ERV silencing, providing an additional silencing mechanism through H3K9me3.

## Results

### Derepression of distinct ERV families upon loss of Setdb1

H3K9me3 enrichment in ERV family members has been detected in mESCs^3–5,23,24^. Although DNA methylation is important for ERV silencing in differentiated cells, the relevance of H3K9me3 marks is not well defined. To analyze whether the H3K9me3 marks on ERVs are important for silencing in differentiated cell types, we performed RNA sequencing (RNA-seq) analysis on *Setdb1* conditional knockout (cKO) immortalized mouse embryonic fibroblasts (iMEFs)^3^, which is a model for differentiated cells. Our data were compared with previously published RNA-seq datasets for mESCs and other differentiated cell types with or without *Setdb1* KO^4,18,20^. The amount of Setdb1 in iMEFs is almost 10 times lower than that in ESCs, and depletion of Setdb1 by 4-hydroxytamoxifen (4OHT) in iMEFs induced growth defects, similar to that in *Setdb1* cKO mESCs. However, the growth recovered 8 days after 4OHT treatment in iMEFs was unlike that in ESCs^3^ (Supplementary Fig. 1). We analyzed total RNA (rRNA was depleted) from untreated and 4OHT-treated *Setdb1* cKO iMEFs 5 days after treatment. 

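In this experiment, 9 libraries were sequenced, 3 from untreated *Setdb1* cKO iMEFs, 3 labelled 4OHT day 5 and 3 labelled long-term KO. The iMEFs are immortalized mouse embryonic fibroblasts in which 4-hydroxytamoxifen (4OHT) triggers the deletion of *Setdb1*. The cells were given 800 nM 4OHT for 4 days. The paper's text gives more than 1 week of culture for the long-term KO cells, and the sample labels give more than 2 weeks. The authors aligned the reads to mm9 with TopHat2, assembled each library on its own with Cufflinks, and deposited the FPKM of each assembled locus with its confidence interval. The aligner kept 1 position for each read with several hits, so near-identical copies are uncertain. Deposited intervals and lengths of genes with 1 exon implied between 38.2 and 42.8 M fragments in the untreated libraries, with a median of 40.7 M. The range was 37.5 to 39.6 M at 4OHT day 5, with a median of 38.4 M, and 38.7 to 40.3 M in long-term KO, with a median of 40.0 M. The paper's reported depth is about 110 M paired-end reads per sample, whereas the FPKM values rest on the fragments given here. Loci were matched to genes by position, and a locus had to cover 95% of the gene. A value was present in every library for 20164 genes, and 8708 of them reached 1 FPKM in at least 3 libraries and were tested. The test was limma on log2(FPKM + 0.1), fitted to all 9 libraries, with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p-value under 0.05 and a fold change of at least 2. On this scale, the fold change of low genes is understated.

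The targeted gene, *Setdb1*, lies on chromosome 3 from 95127447 to 95161124 (mm9). Its FPKM was 5.95, 5.53 and 5.16 in the untreated libraries. It was 4.16, 4.20 and 6.52 FPKM in the libraries labelled 4OHT day 5, and 7.24, 7.32 and 6.96 FPKM in the libraries labelled long-term KO. The library labelled 4OHT day 5 replicate 3 and all 3 libraries labelled long-term KO were thus above every untreated library. The log2 fold change at day 5 was -0.19 (standard error 0.16, adjusted p = 0.400, limma), which is within the spread between replicates. A gene-level FPKM does not report the loss of single exons. In the authors' deposited table of the same comparison, *Setdb1* went from 7.99 to 5.69 FPKM, a log2 fold change of -0.49 (q = 0.0312).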

An RNA-seq analysis of repeats in *Setdb1* cKO iMEFs revealed a substantially increased expression of ERVs after Setdb1 depletion, particularly five elements annotated by Repbase, i.e., MMVL30-int, MuLV-int, RLTR4_Mm, RLTR4_Mm-int, and RLTR6_Mm (Fig. 1a, highlighted in red). In contrast, distinct ERV families were derepressed in other cell types when Setdb1 was removed^4,18–20,25^. For example, MMERVK10C exhibited the highest induction in *Setdb1* KO ESCs. Furthermore, IAPLTR1_, 1a_, and 2_Mm were highly derepressed in the fetal forebrains of *Setdb1* KO mice, and RLTR3_Mm was specifically induced in *Setdb1* KO granulocyte/macrophage progenitors (GMPs) or bone marrow Lin^−^ Sca-1^+^ c-Kit^+^ (LSK) cells.

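The RNA of ERV families was measured from assembled loci that carried no gene annotation and lay at least 50% inside an element listed in Supplementary Data 4. The fragments of each locus were recovered from its confidence interval, summed per family, and divided by the length of the family's elements and the depth of the library, which gives an element FPKM. This measurement was chosen after the data had been seen. VL30 U3 class I, with 71 elements, rose by a log2 fold change of 5.26 (standard error 0.16, adjusted p = 2.29e-07, limma) from the untreated libraries to the libraries labelled 4OHT day 5. The alternative that moved this value most counted only loci at least 90% inside an element, and the log2 fold change was then 2.31. MMERVK10C, with 166 elements, rose from an element FPKM of 0.00155 ± 0.000285 to 0.110 ± 0.0119 (SD, n = 3 each). Its log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.0141) was -0.03 after quantile normalization. The adjusted p of MMERVK10C was between 0.0511 and 0.0850 in the 6 fits that each left out 1 library. RLTR4, with 51 elements, went from 0.0723 ± 0.0193 to 0.0988 ± 0.00271 (SD, n = 3 each), a log2 fold change of 0.21 (standard error 0.22, adjusted p = 0.484) that was -0.78 after quantile normalization. IAPEz, with 593 elements, was at 0.00175 ± 0.000152 against 0.000260 ± 0.000383 (SD, n = 3 each), with a log2 fold change of 0.02 (adjusted p = 0.973) that was -0.28 after quantile normalization. For MMERVK10C, RLTR4 and IAPEz every library labelled 4OHT day 5 was above every untreated library (exact permutation test, two-sided, p = 0.1). MMERVK10C held 66.9 to 85.9 fragments in the untreated libraries and 4801 to 5548 at 4OHT day 5. Its untreated level lies far below the pseudocount, so its log2 fold change understates this rise. IAPEz held 202 to 242 fragments at 4OHT day 5 and at most 93.1 in an untreated library, and its log2 fold change is set by the pseudocount.

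**Figure D1:**
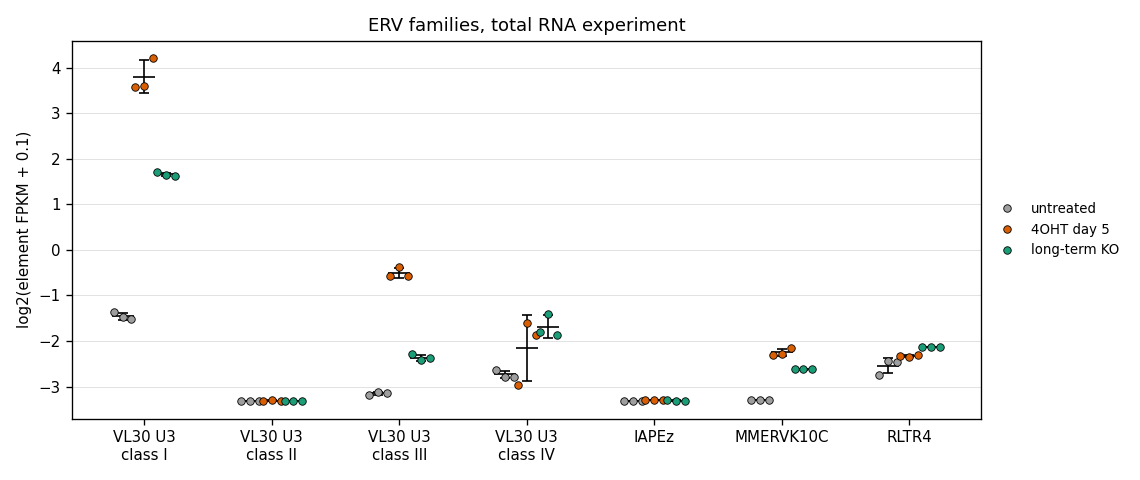
RNA of 7 ERV families as log2(element FPKM + 0.1) in each of the 9 libraries of the total RNA experiment (points), with the mean (long line) and SD (error bar) of each group. VL30 U3 class I at 4OHT day 5 lies above the untreated libraries by 5.26 on this scale.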

**Fig. 1:**
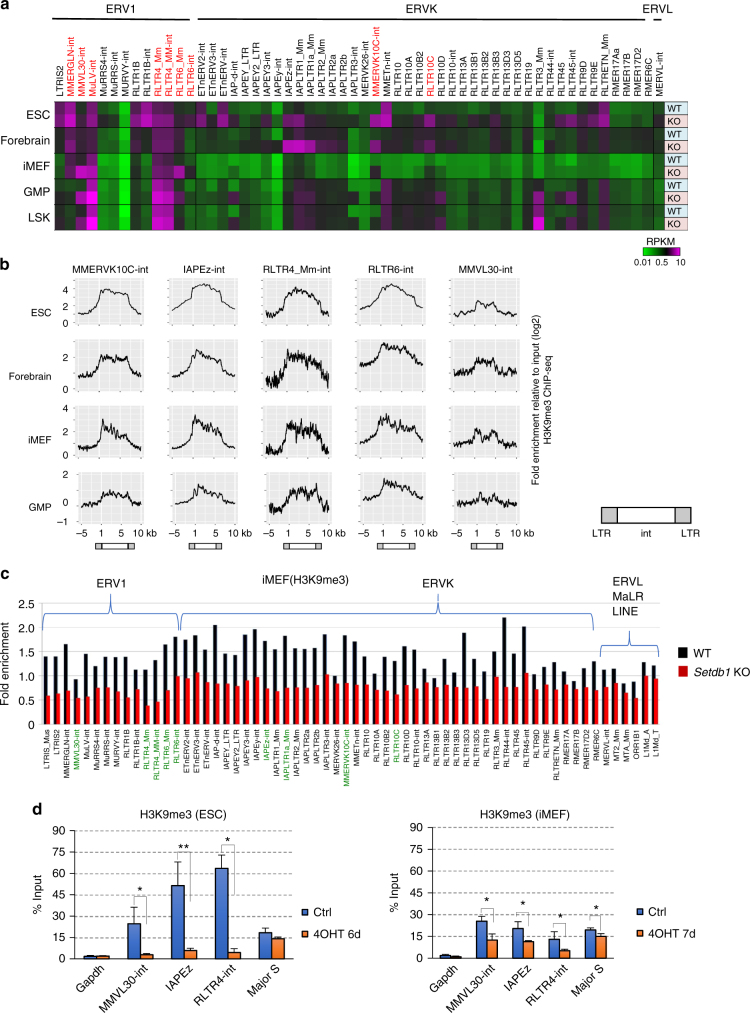
Different ERV families are derepressed by *Setdb1* KO in different cell types. **a** Cell-type-specific ERV derepression in *Setdb1* cKO cells. Expression of ERV families in *Setdb1* cKO ESC (day 6 after treatment with 4OHT (KO) or no treatment (WT))^4^, iMEF (day 5 after treatment with 4OHT (KO) or no treatment (WT)), and E14.5 forebrain cells from WT and *Emx2*-Cre:*Setdb1* fl/fl mice (KO)^18^. For GMP and LSK cells, bone marrow cells from *Rosa*-CreERT:*Setdb1* cKO mice were transplanted into irradiated recipient mice, GMP and LSK cells were then isolated after injection of 4OHT for 2 weeks (KO) or control injection (WT)^20^. Only ERVs derepressed (≧2 fold) in at least one of the analyzed cell types with *Setdb1* KO are listed. Heatmap indicates the relative expression level of representative ERV families (the RPKM value). The ERVs derepressed (≧1.5 fold) in *Setdb1* KO iMEFs are highlighted in red. **b** H3K9me3 intensity profiles on different ERV families in different cell types. NGS plots show the fold enrichment of H3K9me3 from −5 kb to 10 kb around genomic ERV elements in ESC, forebrain, iMEF, and GMP. We selected ERVs containing -int element with flanked LTRs (See Methods). Position 1 is 5′ start site of the -int element. Positions of LTRs and int for each ERV element are indicated below the plots. **c** Bar plots showing the loss of H3K9me3 in ERV families in *Setdb1* KO (day 7 after 4OHT treatment: red bar) vs. WT (black bar) iMEF. The *y* axis indicates the fold enrichment of normalized ChIP read density relative to input. ERV names written in green are analyzed in Fig. 1b. **d** ChIP-qPCR of H3K9me3 in the *Gapdh* promoter region indicated ERVs and major satellite (Major S) loci of *Setdb1* cKO ESCs and iMEFs. Values are means ± s.d. from independent experiments (*n* = 3). *0.005 < *P* < 0.05, **0.0005 < *P* < 0.005, Student’s *t*-test

### A viral defense response is induced in *Setdb1* KO iMEFs

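Of the 8708 genes tested, 180 were higher and 118 lower in the libraries labelled 4OHT day 5 than in the untreated libraries. An unadjusted p under 0.05 was found for 4028 genes. These counts moved most when the fold limit was dropped, with 1665 genes higher and 1586 lower. After quantile normalization, the split was 148 higher and 150 lower. The 3 libraries of each group did not overlap for 50.1% of the genes, where chance gives 10%. Supplementary Data 1 lists 244 genes, of which 168 were tested and 167 had a positive log2 fold change, with a median of 1.69. Of these genes, 144 were called higher, and 145 when adjusted over the list alone. The study chose this list on the same samples, so neither count is independent evidence. The other 36 genes called higher are not in the list. For 167 genes, the median absolute difference between the log2 fold change here and the paper's was 0.14.

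The 3 genes with the highest log2 fold change, *Rufy1*, *Rpain* and *1600012H06Rik*, were listed at 0 in all untreated libraries, where a 0 can be a failed estimate. *Rufy1* had 19.3, 19.7 and 21.7 FPKM, *Rpain* 17.4, 17.5 and 16.5 FPKM, and *1600012H06Rik* 11.0, 16.4 and 16.0 FPKM in the libraries labelled 4OHT day 5. The 3 genes with the lowest log2 fold change were listed at 0 in all libraries labelled 4OHT day 5. Their FPKM in the untreated libraries was 70.4, 76.3 and 65.5 for *Psph*, 41.0, 39.1 and 30.1 for *Kdelr3*, and 11.0, 14.1 and 11.8 for *Ttc19*. Among genes above 0 in every library, chosen after their values were seen, *Oasl2* rose most, from 0.448 ± 0.0231 to 32.3 ± 3.55 FPKM (SD, n = 3 each), a log2 fold change of 5.88 (standard error 0.12, adjusted p = 3.52e-08). *Rsad2* followed with 5.48 (standard error 0.16, adjusted p = 2.15e-07) and *Rtp4* with 5.30 (standard error 0.18, adjusted p = 5.57e-07). The authors' deposited table of this comparison holds 5230 loci that Cuffdiff marked significant, 2650 higher and 2580 lower. With at least 1 FPKM and a fold change of at least 2, 500 loci of the authors' deposited table were higher and 177 lower.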

We also examined the transcription of non-repeats, and identified 244 RefSeq genes that were upregulated by at least 2-fold in 4OHT-treated *Setdb1* cKO iMEFs, compared to untreated cKO iMEFs (Supplementary Fig. 2a and Supplementary Data 1). 

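A list of 98 genes that interferon (IFN) induces was tested as a set. At 4OHT day 5, 69 genes of the list were tested, 63 had a positive log2 fold change, and the median was 1.61. In the libraries labelled 4OHT day 5, the median of the list against the untreated mean was 1.57, 1.59 and 1.58. Of the 69 genes, 40 were called higher, and also 40 when adjusted over the list alone. The set test (camera in limma, inter-gene correlation 0.01, two-sided) gave p = 9.20e-31, and 2.02e-29 after Benjamini-Hochberg adjustment over 22 list tests. With fry the p was 8.66e-11, and with the correlation estimated from the libraries it was 0.000229. The alternative that moved the median most was a pseudocount of 1, with 1.28.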

A Gene Ontology analysis of the upregulated genes revealed the major representation of genes involved in immune or defense responses (Supplementary Fig. 2b). In particular, we observed the upregulation of several genes related to interferon (IFN) responses, such as *Irf7, Irf9, Usp18*, and *Stat1* in *Setdb1* KO iMEFs (Supplementary Fig. 2c). 

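*Usp18*, on chromosome 6 from 121195924 to 121220935 (mm9), rose from 0.179 ± 0.0328 FPKM in the untreated libraries to 7.80 ± 0.656 FPKM in the libraries labelled 4OHT day 5 (SD, n = 3 each). Its log2 fold change was 4.83 (standard error 0.11, adjusted p = 7.47e-08, limma), and the ratio of the means was 43.5. *Irf9*, on chromosome 14 from 56222822 to 56228867, was assembled in these libraries into 1 locus with its neighbour *Rnf31* (56210627 to 56222508), so its own FPKM was not used here. The FPKM of the joined locus was 8.40, 6.08 and 5.83 in the untreated libraries and 30.1, 30.9 and 29.8 in the libraries labelled 4OHT day 5. The authors' deposited table gives *Irf9* 11.3 FPKM in untreated and 37.5 FPKM in 4OHT-treated cells, a log2 fold change of 1.74. For *Usp18* the authors' deposited table gives a log2 fold change of 6.38. The q-value of *Irf9* and *Usp18* in the authors' deposited table is 0.000338.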

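*Irf7*, on chromosome 7 from 148449082 to 148452323 (mm9), was at 0.476 ± 0.0599 FPKM in the untreated libraries and at 17.7 ± 1.42 FPKM in the libraries labelled 4OHT day 5 (SD, n = 3 each). The ratio of the means was 37.3. On the log2(FPKM + 0.1) scale the change was 4.96 (standard error 0.11, adjusted p = 7.66e-08, limma), and it ranged from 4.87 to 5.02 with each library left out in turn. The pseudocount moved this value from 3.66 with a pseudocount of 1 to 5.20 with a pseudocount of 0.01. In the authors' deposited table, *Irf7* went from 0.542 to 22.5 FPKM, a log2 fold change of 5.38.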

*Irf7*, which is a master regulator of type-I IFN-dependent immune responses, was upregulated by more than 20-fold.

To determine how many genes upregulated in *Setdb1* KO iMEFs were directly repressed by Setdb1, we performed a chromatin immunoprecipitation sequencing (ChIP-seq) analysis of H3K9me3 in wild-type (WT) iMEFs. Surprisingly, only 1% of the promoter regions of genes that were upregulated in *Setdb1 KO* iMEFs (2/244) were marked by H3K9me3 (Supplementary Fig. 3a), indicating that almost all genes induced by *Setdb1* KO are indirectly regulated by Setdb1. This is consistent with the results obtained for *Setdb1* cKO mESCs^4^. Derepressed ERVs might play a role in altering the gene expression profile of *Setdb1* KO cells, since transcriptionally reactivated ERVs significantly enhance the transcription of their neighboring genes^4,18^. Thus, we analyzed the correlation between upregulated genes in *Setdb1* KO iMEF cells and ERV insertions. In MEFs, ~50% of the H3K9me3-marked upregulated genes (11 out of 27 genes) had ERV or LINE insertions with H3K9me3 enrichment (Supplementary Fig. 3a). H3K9me3 on these retroelements diminished in MEFs after Setdb1 depletion (Supplementary Fig. 3b and Supplementary Data 2). However, we did not observe any derepressed elements inserted in the upregulated genes in *Setdb1* KO iMEFs, unlike those seen in *Setdb1* KO ESCs or forebrain cells^4,18^. Furthermore, we calculated the ratio between upregulated genes with and without ERV insertions, and compared it with those for the downregulated and unchanged genes. 

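Among the 180 genes called higher at 4OHT day 5, the locus of 2 genes overlapped an element of Supplementary Data 4, and both were named after their values were seen. Elements of VL30 U3 class IV were left out here and in the comparisons that follow. *Cd209c*, on chromosome 8 from 3940222 to 3946863 (mm9), overlaps an MMERVK10C element from 3945963 to 3952931. Its FPKM rose from 0.724 ± 0.0472 to 14.4 ± 0.754 (SD, n = 3 each), a log2 fold change of 4.14 (standard error 0.06, adjusted p = 7.83e-09, limma). *Tdrd9*, on chromosome 12 from 113209770 to 113307065, contains the VL30 U3 class I element #44, which has PBS-pro and lies on the minus strand from 113255151 to 113259546. Its log2 fold change was 4.72 (adjusted p = 7.08e-07, limma). Supplementary Data 1 lists *Cd209c* but not *Tdrd9*. Fragments of an overlapping element can be counted on the gene, so both gene values are uncertain.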

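For the genes tested here, an ERV element was overlapped by 2 of 180 genes called higher, 0 of 118 called lower and 67 of 8410 other genes. The ratio of genes with to genes without an element was 0.0112 for genes called higher, 0 for genes called lower and 0.00803 for the others. The odds ratio of genes called higher against all other tested genes, those called lower included, was 1.42 (Fisher's exact test, two-sided, p = 0.655). With Supplementary Data 1 in place of the genes called higher, 1 of 168 genes overlapped an element, and the odds ratio was 0.746 (Fisher's exact test, two-sided, p = 1). With elements within 5 kb of the locus counted as well, 7 of 180 genes called higher had an element (odds ratio 3.67, Fisher's exact test, two-sided, p = 0.00457). The 7 genes, named after their values were seen, were *Cd209c*, *Dhx40*, *Gm13283*, *Oas1b*, *Oasl2*, *Tap2* and *Tdrd9*. Genes near VL30 U3 class I elements were compared as well, with the elements parted at 10 RPKM in *Setdb1* KO cells as the paper reports it. The median log2 fold change of the 21 genes within 50 kb of an element above this limit differed by -0.13 from that of the 4 genes near the other elements (permutation test, two-sided, p = 0.605). Within 200 kb, with 58 and 17 genes, it was -0.0856 (permutation test, two-sided, p = 0.463).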

There was no statistically significant difference between the values for the upregulated genes and those for the other genes (the ratio of upregulated genes is 0.0472, downregulated 144 genes 0.0434, and unchanged 22533 genes 0.0467, respectively, thus ERVs seen at upregulated genes were expected by chance (*P* = 0.12, binomial test)).

### H3K9me3 on ERVs are preserved in distinct cell types

Next, we tried to determine whether H3K9me3 marks on ERVs seen in ESCs are preserved in distinct differentiated somatic cells. For this, we utilized published H3K9 ChIP-seq datasets for ESCs^24^, fetal forebrain cells^18^, iMEFs^24^, and GMPs^20^, and generated NGS plots using the positions of H3K9me3 peaks for representative ERVs (MMERVK10C-int, IAPEz-int, RLTR4_Mm-int, RLTR6-int, and MMVL30-int), which are all derepressed in at least one of the studied *Setdb1* KO cell types (Fig. 1b). In this analysis, we selected full-length ERV elements for each family. Comparison of H3K9me3 profiles demonstrated that the pattern of H3K9me3 peaks on ERVs are chiefly conserved among these distinct cell types, although H3K9me3 enrichment seems lower in differentiated cell types than in ESCs, which is consistent with the results from a previous report^24^.

### Setdb1-dependent H3K9me3 marks on ERVs

To address why *Setdb1* KO led to the derepression of distinct sets of ERV families, we performed ChIP-seq analysis of H3K9me3 on *Setdb1* cKO iMEFs treated with or without 4OHT (KO) for 7 days, and compared the data for the WT and KO samples. Genome-wide ChIP-seq analysis revealed that most of the enriched H3K9me3 on the examined ERVs was reduced in *Setdb1* cKO iMEFs due to 4OHT treatment; however, the reduction level on each ERV was variable (Fig. 1c and Supplementary Data 2). We observed a slight reduction of H3K9me3 in LINE families (Fig. 1c and Supplementary Fig. 3c). To validate the ChIP-seq data and to compare Setdb1-dependent H3K9me3 on ERVs between iMEFs and ESCs, we performed a ChIP-qPCR analysis of H3K9me3 on selected ERVs and major satellite repeats for both cell types (Fig. 1d). Consistent with previous results and NGS plot data (Fig. 1b), H3K9me3 was enriched in the repeat domains of WT ESCs, but exhibited much less enrichment on such repeats in iMEFs. After Setdb1 depletion in *Setdb1* cKO mESCs and iMEFs, we observed a decrease in H3K9me3 enrichment at the MMVL30-int, IAPEz, and RLTR4-int loci, suggesting that those H3K9me3 modifications were induced by Setdb1 in iMEFs (Fig. 1d). In contrast, we did not observe any significant reduction of H3K9me3 at major satellite loci in ESCs; however, a slight reduction was observed in iMEFs, where Suv39h is responsible for most of H3K9me3^24^. Thus, Setdb1 regulated H3K9me3 marks at many of the ERV loci that were examined.

### Derepression of the VL30 family in Setdb1 KO MEFs

RNA-seq analysis of repeats in *Setdb1* cKO iMEFs revealed a substantial increase in the expression of MMVL30-int and RLTR6_Mm sequences (Fig. 1a). RLTR6_Mm is an LTR element flanking MMVL30-int in the VL30 family (virus-like 30, MMVL30). The VL30 ERV family can be largely classified into two groups, based on their internal sequences. One group has RLTR6-int elements, which are predominantly intact ERVs with coding regions for retroviral Gag, Pol, and Env proteins; the second group has MMVL30-int elements, which are likely derived from RLTR6-int elements, but have lost their coding regions (Fig. 2a). In addition, VL30-containing RLTR6 LTRs can be divided into four subgroups on the basis of their LTR U3 sequences^26^. RLTR6-int type VL30 is mostly flanked by U3 class II RLTR6s; therefore, we called it VL30 U3 class II. MMVL30-int is flanked by U3 class I, III, or IV RLTR6s, and were thus called VL30 U3 class I, III, or IV, respectively (Fig. 2a). U3 class III RLTR6s contain a DR2-type all-trans retinoic acid (atRA)-response element (RARE), and U3 class III VL30 expression is induced by atRA in keratinocytes^27^. On the other hand, U3 class II RLTR6s contain DR2-type and DR5-type RAREs **(**Fig. 2a).

**Fig. 2:**
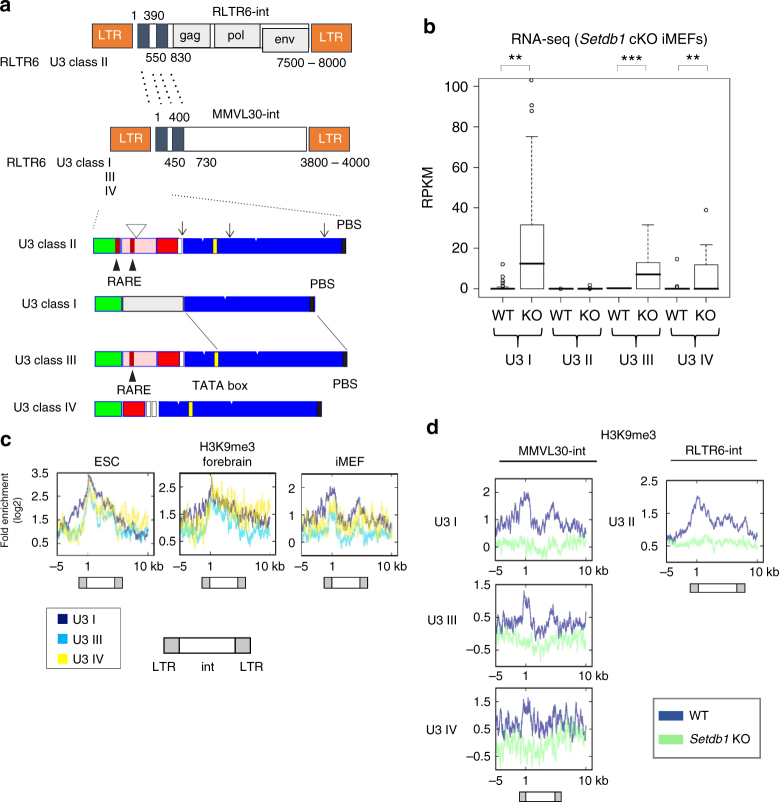
MMVL30 families are derepressed in *Setdb1* KO iMEFs. **a** Schematic structures of VL30 families. Blue boxes indicate highly homologous sequences between MMVL30-int and RLTR6-int. High magnification of LTR regions of U3 classes. Color boxes indicate highly homologous sequence among LTRs. White arrowhead and arrow indicate unique insertion and mutation in class II, respectively. Black arrowhead indicates RARE sites. **b** Expression of VL30 U3 classes in *Setdb1* KO iMEFs. Boxplots show that expression of VL30 U3 classes in *Setdb1* KO iMEFs (day 5 after 4OHT treatment (KO) or no treatment (WT)). RNA-seq reads overlapping each VL30 loci are counted and normalized using the length of the locus and million mapped reads (RPKM). U3 I (71 loci), U3 II (189 loci), U3 III (66 loci), and U3 IV (26 loci). **0.0005 < *P* < 0.005, ***P < 0.0005, Student’s *t*-test. **c** NGS plots of H3K9me3 ChIP-seq data at genomic VL30 loci (RLTR6_Mm - MMVL30-int) of ESCs, E14.5 forebrain cells and iMEFs. MMVL30-int with RLTR6_Mm U3 I (36), with U3 III (40) and with U3 IV (10). The number inside of parenthesis indicates the number of individual each element analyzed. LTRs are aligned and MMVL30-int starts from position 1. H3K9me3 intensity profiles are shown with dark blue line (U3 I), light blue one (U3 III), and yellow one (U3 IV). Positions of LTRs and int are indicated below the plots. **d** NGS plots of H3K9me3 ChIP-seq data at genomic “RLTR6_Mm - MMVL30-int” and “RLTR6_Mm - RLTR6-int” loci in *Setdb1* cKO iMEFs (day7 after 4OHT treatment (KO) and no treatment (WT)). H3K9me3 fold enrichments (log2) are shown with dark blue line (WT) and light blue one (KO)

To identify which VL30 U3 classes are repressed by Setdb1 in iMEFs, we analyzed the RNA-seq data of iMEFs with and without Setdb1 depletion by treatment with 4OHT. After 4OHT treatment, VL30 U3 class I and III were significantly derepressed by more than 10-fold and 5-fold, respectively, and class IV was marginally induced, but class II was unaffected (Fig. 2b). 

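The element FPKM of VL30 U3 class I was 0.264 ± 0.0194 in the untreated libraries and 14.1 ± 3.75 in the libraries labelled 4OHT day 5 (SD, n = 3 each), a ratio of 53.5. With each library left out in turn, the log2 fold change stayed between 5.05 and 5.37. VL30 U3 class III, with 66 elements, rose from 0.0130 ± 0.00235 to 0.606 ± 0.0574 (SD, n = 3 each), a ratio of 46.8. Because class III is low in untreated cells, its log2 fold change depended on the pseudocount and was 2.64 with 0.1 (standard error 0.18, adjusted p = 2.81e-05, limma) and 0.66 with 1. For both classes every library labelled 4OHT day 5 was above every untreated library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). VL30 U3 class IV, with 25 elements, was at 0.0504 ± 0.00857 and at 0.143 ± 0.104 (SD, n = 3 each), a ratio of 2.84, and the groups overlapped (exact permutation test, two-sided, p = 0.4). Its log2 fold change was 0.59 (standard error 0.38, adjusted p = 0.264, limma). Without 4OHT day 5 replicate 1, whose class IV value was the lowest, it was 1.00 (adjusted p = 0.0374), and after quantile normalization it was -0.44. VL30 U3 class II, with 186 elements, held 30.2 to 86.8 fragments in the libraries labelled 4OHT day 5 and at most 23.4 in an untreated library, a ratio of 4.31 of the element FPKM (exact permutation test, two-sided, p = 0.1). Its log2 fold change of 0.01 (standard error 0.34, adjusted p = 0.985) was -0.32 after quantile normalization. This log2 value is set by the pseudocount, which lies far above the level of class II. From these and its later results, the paper concludes that the Setdb1 pathway silences most VL30-class ERVs in MEFs, and states that only specific sets of ERVs are potentially active, depending on the match between their LTRs and the transcription factors of the cell type.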

We generated NGS plots, using the positions of H3K9me3 peaks on VL30 U3 class I, III, and VI elements containing the MMVL30-int sequence (Fig. 2c). They shared similar H3K9me3 peak patterns in the three cell types (ESCs, forebrain cells, and iMEFs), even though significant derepression of VL30 U3 class I and III was only observed in *Setdb1* KO iMEFs. We also observed similar H3K9me3 peak patterns on U3 class II-containing RLTR6-int sequences in the three cell types (Fig. 1b). ChIP-seq analysis of *Setdb1* KO iMEFs confirmed the loss of H3K9me3 in all four classes of VL30 (Fig. 2d).

### Distinct regulation mechanism for each VL30 U3 class

Since specific U3 classes of VL30 were reactivated by *Setdb1* KO in iMEFs, we expected that each class would have different regulation mechanisms for transcription. VL30 U3 class II has a predominantly intact internal sequence (Repbase annotation: RLTR6-int) with coding regions for retroviral Gag, Pol, and Env proteins (Fig. 2a). The H3K9me3 peaks are enriched not only on the 5′ LTR, but also across the internal region (Fig. 2d right). As stated, this VL30 U3 class II expression is restricted to Rar α activity on LTR RAREs in the liver^28^. Therefore, the lack of derepression of VL30 U3 class II in *Setdb1* KO iMEFs might be due to an absence of endogenous atRA in MEFs. We then evaluated the requirement of atRA for VL30 U3 class II transcription. The addition of atRA alone did not activate VL30 U3 class II expression in *Setdb1* cKO iMEFs, but substantial induction was observed after both atRA and 4OHT treatments (Fig. 3a). In mESCs, *Setdb1* KO or atRA treatment alone weakly activated VL30 U3 class II; this activation was further enhanced after both atRA and 4OHT treatment (Fig. 3b). Thus, for the U3 class II VL30 expression in both MEFs and mESCs to be maximum, a loss of H3K9me3 and the presence of atRA is required. We also examined the effect of atRA on VL30 class I copies, but impact of atRA addition to *Setdb1* KO is marginal or absent for iMEFs and ESCs, respectively.

**Fig. 3:**
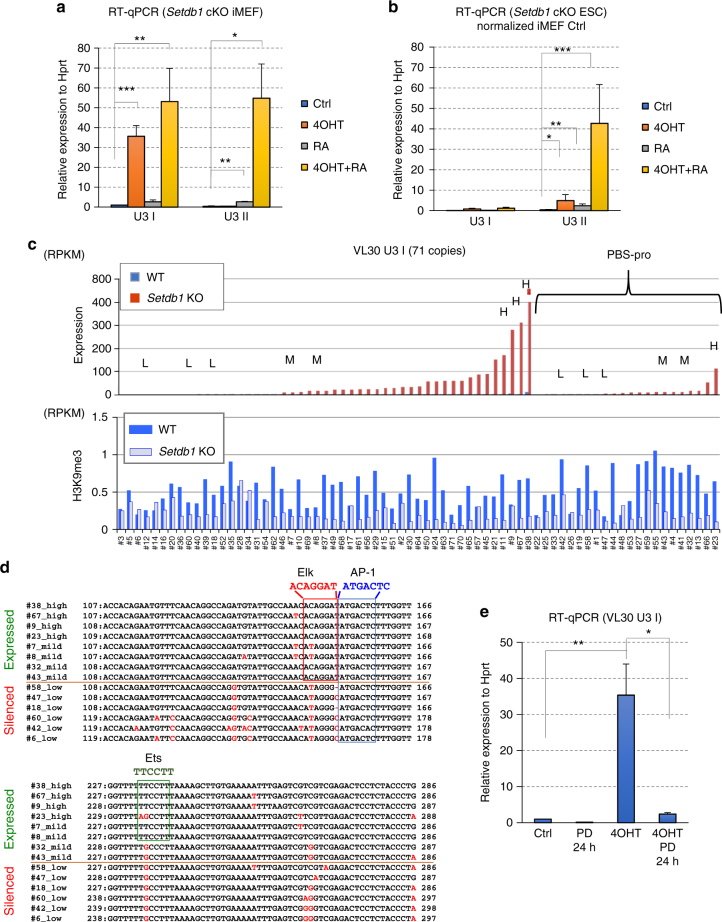
VL30 activation requires cell-type-specific TFs. **a**, **b** RT-qPCR of the VL30 U3 classes in RNA from *Setdb1* cKO iMEFs (**a**) or ESCs (33#6,^3^) (**b**), untreated or treated with 1 μM all-trans retinoic acid (atRA), with or without 4OHT (*n* = 3 biological replicates). For ESC data (*n* = 2 biological replicates), we normalized each expression to VL30 U3 class I LTR expression of control iMEF. Error bars represent s.d. *0.005 < *P* < 0.05, **0.0005 < *P* < 0.005, ***P < 0.0005, Student’s *t*-test. **c** Upper panel; the derepression induced by Setdb1 depletion in each VL30 U3 class I element (totally 71 elements) is shown. 22 loci on the right side have typical PBS-pro near the 3′ end of 5′ LTR. Selected loci for parallel alignment shown in **d** are denoted by H, M, and L symbols based on their derepression (H: high assigned to the locus where RPKM^KO^ (RPKM of *Setdb1* KO) is >100, M: mild assigned to 10 ≤ RPKM^KO^ < 100, and L: low assigned to RPKM^KO^ < 10, respectively). Lower panel: H3K9me3 ChIP-seq read counts on 5′ LTR at each VL30 U3 class I locus in *Setdb1* cKO iMEFs (no treatment (WT: blue bar) and day 7 after treatment of 4OHT (KO: light blue bar)) are shown. **d** Alignment of U3 sequences of VL30 U3 class I. The red box indicates the consensus sequence of Elk family binding sites. The blue and green boxes indicate the consensus sequences of AP-1 and Ets, respectively. High, mild, and low indicate in Fig. 3c upper panel. Entire alignment of VL30 class I shown in Fig. 3c is in Supplementary Data 3. We defined the copies for RPKM^KO^ < 10 as silenced. **e** Inhibition of the MAPK pathway precludes the transcriptional activation of VL30 in *Setdb1* KO iMEFs. RT-qPCR analysis of VL30 U3 class I. 4OHT treatment was applied for the first 4 days and cells were harvested at day 6. The MEK inhibitor PD0325901 (PD; 1 µM) was added for the last 24 h (*n* = 2 biological replicates). Error bars represent s.d. *0.005 < *P* < 0.05, **0.0005 < *P* < 0.005, Student’s *t*-test

Next, we focused on distinct individual elements of VL30 U3 class I (total 71 elements) to further investigate interactions between Setdb1-mediated H3K9me3 and transcriptional silencing. Twenty-two elements have a typical proline tRNA primer-binding site (PBS-pro) near the 3′ end of their 5′ LTR. 

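In the sequences of the 71 VL30 U3 class I elements, the 18 bases TGGGGGCTCGTCCGGGAT were found in 17 of 22 PBS-pro elements and in 0 of 49 non-PBS-pro elements. The end of the 5′ LTR could be placed in 17 PBS-pro elements, and in 14 of them this sequence followed directly, at a median position of 448.5 counted from the first base of the element. The end of the LTR could be placed in 26 non-PBS-pro elements. TGGTACATGGGCCGGGAA followed it in 9 of them and TGGTGCATTGGCCGGGAA in 5. The PBS-pro element #47 lies on chromosome 13 from 66483781 to 66488909 and #58 on chromosome 17 from 19034521 to 19039520 (mm9), both on the plus strand. Another sheet of Supplementary Data 4 gives the numbers #47 and #58 the other way round, and the numbers used here are those of its element list, which Supplementary Data 3 shares. The non-PBS-pro element #9 lies on chromosome 2 from 75476160 to 75481002 on the plus strand, 4720 bp from *Gm13655*. The non-PBS-pro element #38 lies on chromosome 11 from 86625241 to 86629897 on the minus strand, 4042 bp from *Dhx40*. No annotated gene overlaps #9 or #38.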

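Of the VL30 U3 class I elements, 6 of 22 PBS-pro and 10 of 49 non-PBS-pro elements had an assembled locus in all 3 libraries labelled 4OHT day 5, and all 16 of these were called higher than in the untreated libraries. Over all elements, the mean log2 ratio of non-PBS-pro elements minus that of PBS-pro elements was 0.22 (permutation test, two-sided, p = 0.746). It was -0.549 with 4OHT + siCtrl against siCtrl (permutation test, two-sided, p = 0.457) and -0.834 at 4OHT day 6 against untreated cells (permutation test, two-sided, p = 0.267). In long-term KO against untreated cells it was -0.967 (permutation test, two-sided, p = 0.0298, 0.149 after adjustment over 10 comparisons). The value at 4OHT day 5 ranged from 0.03 to 0.30 with each library left out in turn. It turned to -0.24 with a pseudocount of 0.01 and to -1.03 when only loci at least 90% inside an element were counted. Elements without a locus in either group entered with a log2 ratio of 0, the median of both element groups at 4OHT day 5. Many non-PBS-pro elements are much shorter than most PBS-pro elements, such as #6 with 447 bp against #1 with 4834 bp. Element length and PBS type were thus not separated in these tests.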

Not all of these are derepressed in *Setdb1* KO iMEFs (Fig. 3c top); PBS-pro-negative elements are relatively more derepressed than their PBS-pro-positive counterparts. Although unique mapping was incomplete due to highly homologous sequences, we tried to analyze the reduction of H3K9me3 at the 5′ LTR regions of 71 VL30 U3 class I elements in *Setdb1* KO iMEFs using ChIP-seq data. We observed a significant reduction of H3K9me3 at most of those distinct element loci, but the reduction rate varied (Fig. 3c bottom). We observed a marginal correlation between the derepression rate and reduction rate of H3K9me3 for those VL30 class I elements in *Setdb1* KO iMEFs (Supplementary Fig. 4). 

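Between 8 and 11 of the 71 VL30 U3 class I elements had an assembled locus in an untreated library, and between 19 and 21 in a library labelled 4OHT day 5. An element with no locus is not shown to be silent, since reads that fit several copies were placed at 1 position. At 4OHT day 5, #67 held 20.7% of the class I fragments and #9 held 17.7%. The value of #38 rests on the library labelled 4OHT day 5 replicate 3, where its element FPKM was 267, because no locus was assembled for it in the other libraries of the group. In the untreated libraries, #38 held 45.8%, #9 held 25.5% and #67 held 11.3%. The paper's RPKM in *Setdb1* KO cells is at least 10 for 39 elements, of which 29 are non-PBS-pro and 10 are PBS-pro. Across the 71 elements, which are not independent replicates, the Spearman correlation between the element FPKM at 4OHT day 5 and the paper's RPKM was 0.63.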

Since only a subset of VL30 U3 class I was derepressed in *Setdb1* KO cells, this derepression variation cannot be explained just by the reduction rate of H3K9me3.

The structural analysis of LTRs of VL30 has been reported to show a possible requirement of tissue-specific TFs^29^. Thus, we focused on the potential role of TFs in VL30 U3 class I derepression in *Setdb1* KO iMEFs. Multiple DNA sequence alignment of the LTRs for VL30 U3 class I, generated using Clustal Omega, revealed that the silent populations differ slightly at the DNA sequence level (Fig. 3d). A motif analysis using the Patch 1.0 database predicted binding sites for several TFs, including AP-1, Ets1, and Elk, in the LTRs for VL30 U3 class I, but motifs for Elk family and Ets1-binding sites were mutated in the silent or low derepressed populations (Fig. 3d and Supplementary Data 3). Elk-1 is a member of the Ets family of TFs. Elk-1 and Ets1 appear to be direct targets of activated MAP kinase (MAPK)^30^. Thus, we examined the requirement of MAPK activity for VL30 U3 class I derepression in *Setdb1* KO iMEFs. PD0325901 is a potent MEK inhibitor that suppresses the phosphorylation of ERK^31^. We treated *Setdb1* cKO iMEFs with PD0325901 for the final 24 h of a 5-day treatment with 4OHT and observed a strong inhibition of VL30 derepression in PD0325901-treated iMEFs (Fig. 3e). RNA-seq analysis showed that induction of low derepressed VL30 elements with mutated Elk/Ets binding sites, such as #58 and #47 copies were also diminished by the MEK inhibitor treatment as similar to those containing intact Elk/Ets binding sites (Supplementary Fig. 5a). Indeed, AP-1 is known to be present downstream of the MAPK pathway to activate VL30 elements^32,33^ and AP-1 binding site is mostly intact in the derepressed VL30 elements regardless of Elk/Ets binding site mutation(s) (Fig. 3d and Supplementary Data 3). Thus, we speculate that AP-1 also contribute to activation of VL30 U3 class I elements after Setdb1 depletion. 

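The inhibitor experiment held 10 libraries, 2 each of untreated *Setdb1* cKO iMEFs, PD0325901, TSA, 4OHT day 6 and 4OHT + PD0325901. In the deposited data of the library labelled PD0325901 replicate 2, the title line names 4OHT + PD0325901 replicate 2 and the description line PD0325901 replicate 2, and the label was followed. The median of the IFN list in this library was -0.13 against untreated cells, with 2.54 and 2.78 in the libraries labelled 4OHT + PD0325901. PD0325901 is an inhibitor of MEK and was given at 1 µM for 24 h. TSA (trichostatin A), an inhibitor of histone deacetylases, was given at 150 nM for 24 h. The FPKM of these libraries carry gene names. The depth was 11.8 to 13.1 M fragments for untreated cells (median 12.5 M), 12.5 to 12.6 M for PD0325901 (median 12.6 M) and 12.6 to 12.7 M for TSA (median 12.6 M). It was 11.3 to 13.0 M at 4OHT day 6 (median 12.1 M) and 11.8 to 13.0 M with 4OHT + PD0325901 (median 12.4 M). Of 22531 genes with a value in every library, 11299 reached 1 FPKM in at least 2 libraries and were tested, with all 10 libraries in the fit. With 2 libraries against 2, the smallest exact permutation p is 0.333. *Setdb1* was at 8.76 and 10.1 FPKM in untreated cells, 5.34 and 5.56 FPKM with PD0325901, and 9.56 and 9.00 FPKM with TSA. It was listed at 0 in 4OHT day 6 replicate 1 and in both 4OHT + PD0325901 libraries, and 4OHT day 6 replicate 2 had 5.30 FPKM. *Setdb1* overlaps *Cers2*, and a 0 of an overlapping gene can be a failed estimate.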

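The element FPKM of VL30 U3 class I was 0.459 ± 0.0137 in untreated cells, 21.5 ± 3.43 at 4OHT day 6 and 1.05 ± 0.206 with 4OHT + PD0325901 (SD, n = 2 each). With the inhibitor, the level in 4OHT-treated cells was thus 20.4 times lower, a log2 fold change of -4.23 (standard error 0.30, adjusted p = 2.44e-04, limma). In cells without 4OHT, PD0325901 lowered class I to 0.0168 ± 0.0116 (SD, n = 2), 27.4 times lower, with a log2 fold change of -2.26 (adjusted p = 0.00376). For class I, the difference between these effects, tested as an interaction, was -1.97 (standard error 0.42, adjusted p = 0.0839). On this scale the pseudocount bounds the fall without 4OHT, while by the ratio of the means the fall was larger without 4OHT. The value depended on the setting, with -2.93 (adjusted p = 0.00579) at a pseudocount of 1 and -2.43 (adjusted p = 0.0323) after quantile normalization. The elements #58 and #47 had no assembled locus in untreated cells or with 4OHT + PD0325901, which does not show that they are silent. At 4OHT day 6, #58 had an element FPKM of 3.43 ± 0.543 and #47 of 3.97 ± 0.476 (SD, n = 2 each). In 4OHT-treated cells, VL30 U3 class III fell by 4.18 (adjusted p = 1.94e-04) and class IV by 4.07 (adjusted p = 4.76e-04) on the log2 scale with the inhibitor. MMERVK10C did not fall, with a log2 fold change of 0.16 (adjusted p = 0.822).

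Against untreated cells, 550 genes were called higher and 702 lower at 4OHT day 6 (4293 at an unadjusted p under 0.05), and 349 and 471 with PD0325901 (3288). After quantile normalization, the split with PD0325901 was 376 and 335. Between 4OHT day 6 and 4OHT + PD0325901, 270 genes were called higher and 157 lower (2553), and 219 and 186 after quantile normalization.

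A list of 10 target genes of the MAPK pathway was tested as a check on the inhibitor. Its median log2 fold change was -2.20 with PD0325901 alone, where 7 genes were called lower, and -2.53 without PD0325901 replicate 1. In 4OHT-treated cells it was -2.58, where 8 genes were called lower. The set test (camera in limma, inter-gene correlation 0.01, two-sided) gave a p of 4.90e-05 and 1.32e-09, and 1.08e-04 and 4.85e-09 after adjustment over the 22 list tests. With the correlation estimated from the libraries, the p was 0.105 for PD0325901 alone and 0.0317 in 4OHT-treated cells. *Etv4* fell from 28.9 ± 3.94 to 0.265 ± 0.00608 FPKM in 4OHT-treated cells (SD, n = 2 each), a log2 fold change of -6.31 (adjusted p = 1.14e-05). The IFN list did not fall with the inhibitor in 4OHT-treated cells. Its median log2 fold change was 0.30 (camera p of 0.0607, two-sided, adjusted p = 0.0786, limma), -0.17 without 4OHT day 6 replicate 1, 0.84 without 4OHT day 6 replicate 2, 0.47 without 4OHT + PD0325901 replicate 1 and 0.17 without 4OHT + PD0325901 replicate 2. From the fall of elements with mutated Elk/Ets binding sites, the mostly intact AP-1 binding sites of derepressed elements and earlier reports on AP-1, the paper proposes, as a speculation, that AP-1 also contributes to the activation of VL30 U3 class I.

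**Figure D2:**
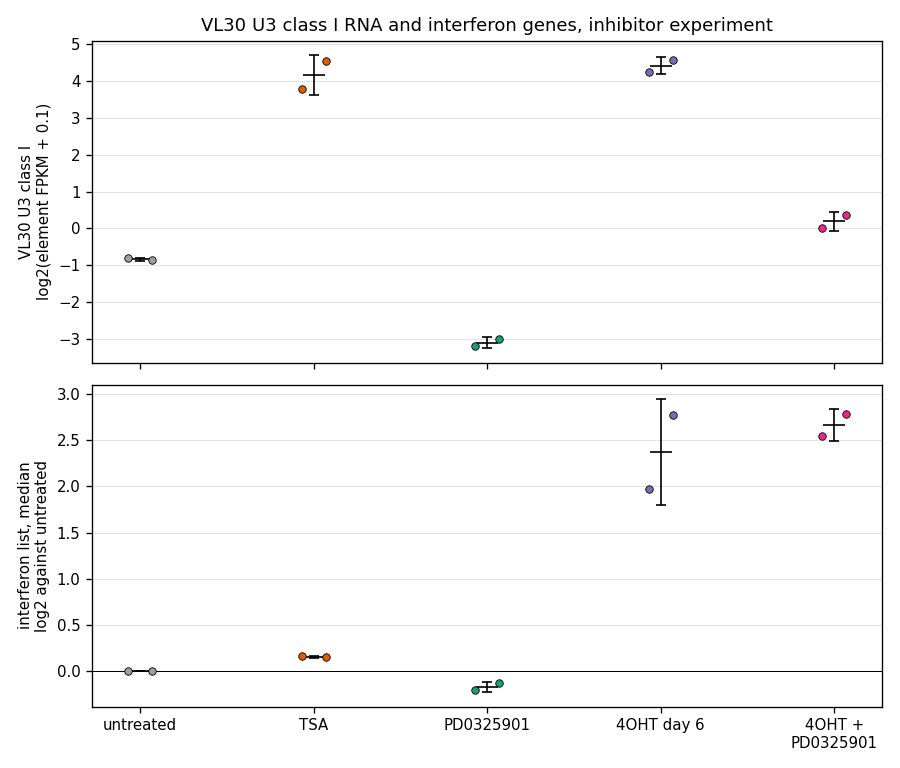
VL30 U3 class I RNA as log2(element FPKM + 0.1) (top) and the median log2 FPKM of the IFN list against untreated cells (bottom) in the 10 libraries of the inhibitor experiment (points), with the mean (long line) and SD (error bar) of each group. With 4OHT + PD0325901, class I lies 4.23 below 4OHT day 6, while the IFN list lies at 2.54 and 2.78 against 1.97 and 2.77 at 4OHT day 6.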

To test the direct involvement of Ets1 in VL30 derepression, we performed ChIP-qPCR analysis of Flag-tagged Ets1 to see an enrichment of Ets1 at VL30 loci. We observed a slight enrichment of Ets1 at U3 class I #9 loci (Ets binding site is intact) after Setdb1 depletion, but no enrichment at #6 and #18 copies, in which the Ets-binding site is mutated (Supplementary Fig. 5b), suggesting that Ets1 might contribute to VL30 derepression. However, the Ets family is large, and we do not rule out the possibility that other Ets proteins are involved in VL30 derpression. Considering these results, we conclude that most VL30-class ERVs are silenced by the Setdb1 pathway in MEFs. However, only specific sets of ERVs are potentially active, depending on whether the regulatory elements in their LTRs are compatible with the activity of TFs in distinct cell types.

### Distinct requirements for epigenetic marks in ERV silencing

DNA methylation has an important role in proviral silencing in somatic cells^12,34^, but the impact of DNA methylation over entire ERVs has not been well characterized, especially in differentiated cells. Therefore, we performed RNA-seq analysis on *Dnmt1* knock down (KD) iMEFs using siRNA. 

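The siRNA experiment held 8 libraries, 2 each of *Setdb1* cKO iMEFs transfected with control siRNA (siCtrl) or *Dnmt1* siRNA (siDnmt1), with or without 4OHT. The siRNA was used at 50 nM, and cells treated with 800 nM 4OHT were harvested on day 6. The authors made the FPKM of these libraries as for the total RNA libraries, from single reads, and the values carry gene names. The depth was 14.9 to 15.0 M fragments for siCtrl (median 15.0 M), 15.3 to 15.5 M for siDnmt1 (median 15.4 M), 15.8 to 16.0 M for 4OHT + siCtrl (median 15.9 M) and 14.2 to 15.2 M for 4OHT + siDnmt1 (median 14.7 M). Of 22378 genes with a value in every library, 10562 reached 1 FPKM in at least 2 libraries and were tested, with all 8 libraries in the fit.

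*Dnmt1*, on chromosome 9 from 20711650 to 20764332 (mm9), was at 80.5 and 73.4 FPKM with siCtrl and at 12.2 and 10.6 FPKM with siDnmt1, 85.2% lower. It was at 78.7 and 78.3 FPKM with 4OHT + siCtrl and at 12.2 and 11.4 FPKM with 4OHT + siDnmt1, 84.9% lower. The log2 fold changes of *Dnmt1* were -2.75 (adjusted p = 1.60e-04, limma) and -2.72 (adjusted p = 1.55e-04). *Setdb1* was at 7.40 and 6.48 FPKM with siCtrl, 6.08 and 5.54 FPKM with siDnmt1, and 5.40 and 6.94 FPKM in the libraries labelled 4OHT + siDnmt1. In the libraries labelled 4OHT + siCtrl, *Setdb1* was at 7.58 FPKM in replicate 1 and 5.00 FPKM in replicate 2, so replicate 1 was above both siCtrl libraries. With siDnmt1, 251 genes were called higher and 260 lower than with siCtrl, and 2748 genes had an unadjusted p under 0.05. With no test and a ratio of mean FPKM of at least 2, which moved these counts most, 530 genes were higher and 578 lower. The genes *Ndufb10* and *Glipr1* had the highest log2 fold changes and were listed at 0 in both siCtrl libraries, with 129 and 143 FPKM for *Ndufb10* and 43.9 and 41.9 FPKM for *Glipr1* with siDnmt1. *Gm19757* followed, from 0.858 ± 0.203 to 246 ± 11.1 FPKM (SD, n = 2 each), a log2 fold change of 8.02 (adjusted p = 3.56e-05). The 3 genes with the lowest log2 fold change were listed at 0 in both siDnmt1 libraries. Their FPKM with siCtrl was 11.8 and 13.5 for *Ethe1*, 5.04 and 6.08 for *Tcta*, and 5.10 and 5.87 for *Hyi*.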

Surprisingly, only a small fraction of ERV families was derepressed in *Dnmt1* KD iMEFs, involving mostly the IAPEz family and the flanking LTR (IAPLTR1_Mm), with a much weaker fold induction of MuLV-int and MMVL30-int (Fig. 4a top). 

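With siDnmt1, the element FPKM of IAPEz was 4.51 ± 0.00204 against 0.000309 ± 0.000437 with siCtrl (SD, n = 2 each). The log2 fold change was 5.52 with a pseudocount of 0.1 (standard error 0.34, adjusted p = 6.54e-04, limma), 2.46 with a pseudocount of 1 and 8.78 with a pseudocount of 0.01. VL30 U3 class I rose from 0.310 ± 0.0395 to 3.08 ± 0.0636 (SD, n = 2 each), 9.93 times, with a log2 fold change of 2.96 (standard error 0.27, adjusted p = 0.00286). VL30 U3 class III rose from 0.0271 ± 0.0131 to 1.21 ± 0.0326 (SD, n = 2 each), with a log2 fold change of 3.37 (adjusted p = 0.00286), and class IV from 0.0723 ± 0.0315 to 1.08 ± 0.0316, with a log2 fold change of 2.79 (adjusted p = 0.00659). RLTR4 went from 0.578 ± 0.0247 to 0.423 ± 0.00521, a log2 fold change of -0.37 (standard error 0.40, adjusted p = 0.599). MMERVK10C had no assembled locus with siCtrl and an element FPKM of 0.00261 ± 0.000624 with siDnmt1 (log2 fold change 0.04, adjusted p = 0.980). With 4OHT + siCtrl, the element FPKM of class I was 18.8 ± 7.15 (SD, n = 2), 60.5 times the siCtrl level.

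**Figure D3:**
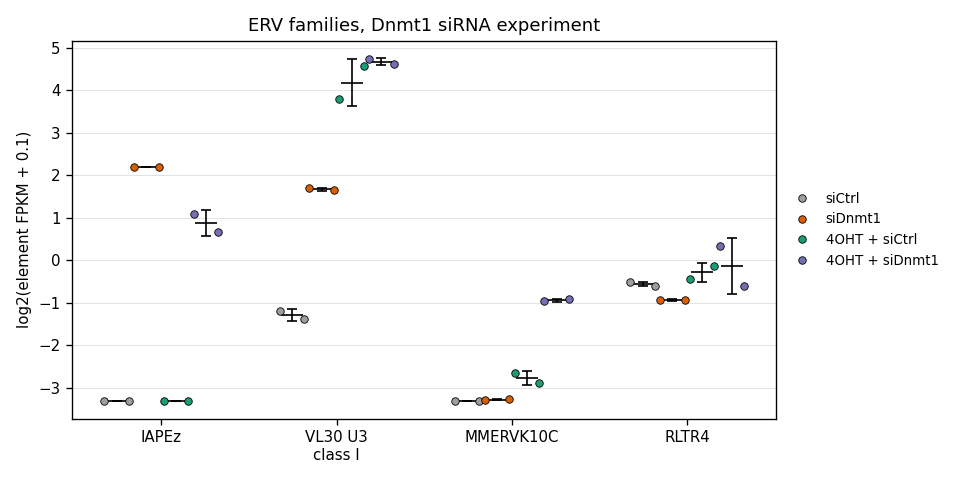
RNA of 4 ERV families as log2(element FPKM + 0.1) in each of the 8 libraries of the siRNA experiment (points), with the mean (long line) and SD (error bar) of each group. IAPEz lies 5.52 higher with siDnmt1 than with siCtrl, and VL30 U3 class I 2.96 higher.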

We also reanalyzed public RNA-seq data for WT and *Dnmt1*^−/−^ iMEFs in the *p53*^−/−^ background^35^ to examine the derepression of ERVs. Consistent with the *Dnmt1* KD result, we observed a prominent derepression of the IAPEz family and the flanking LTR (IAPLTR1_Mm) (Supplementary Fig. 6). In *Dnmt1* KO ESCs, the ERVs IAPEz and IAPLTR1_Mm were also prominently derepressed (Fig. 4a bottom)^36^.

**Fig. 4:**
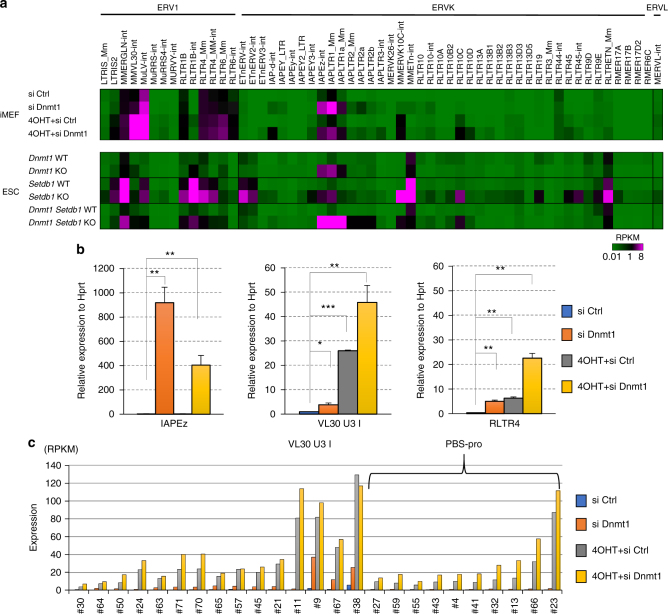
Dnmt1 and Setdb1 are required for the silencing of distinct sets of ERVs. **a** Expression of ERV families by the loss of Dnmt1, Setdb1, and simultaneous depletion of Dnmt1 and Setdb1 in iMEFs and ESCs. To obtain mRNA-seq data of iMEFs, *Setdb1* cKO iMEFs were transfected with siRNA against *Dnmt1* or control siRNA in combination with or without Setdb1 depletion by the 4OHT treatment, then mRNA was isolated. RNA-seq data from *Dnmt1* cKO or double cKO of *Dnmt1* and *Setdb1* ESCs (6 days after treatment of 4OHT or without treatment)^36^ were reanalyzed. Heatmap indicates the magnitude of the RPKM value. **b** *Setdb1* cKO iMEFs were transfected with siRNA against *Dnmt1* either alone or in combination with the loss of Setdb1. RT-qPCR of VL30 U3 class I RLTR6, IAPEz, and RLTR4 was performed. Values represent mean expression relative to VL30 U3 I control (*n* = 2 biological replicates). Error bars represent s.d. *0.005 < *P* < 0.05, **0.0005 < *P* < 0.005, ***P < 0.0005, Student’s *t*-test. **c** The derepression induced by *Dnmt1* KD, *Setdb1* KO, and simultaneous depletion of Dnmt1 and Setdb1 in iMEFs in each VL30 U3 class I element (totally 71 elements) is shown. The number of RNA-seq reads overlapping with a locus was divided by the length of the locus and normalized by million mapped reads (RPKM) as shown in Fig. 3c top

Since DNA methylation is involved in silencing a subset of ERVs, such as IAPEz, in mESCs in the absence of H3K9me3^4^, we examined whether the simultaneous depletion of DNA methylation and Setdb1 leads to a higher level of ERV reactivation in iMEFs than in the *Setdb1* KO alone. *Setdb1* cKO iMEFs were treated with siRNA specific to *Dnmt1* alone or in combination with 4OHT, and then RNA-seq analysis was performed. We did not observe a strong augmentation of ERV derepression by the simultaneous depletion of Dnmt1 and Setdb1 (Fig. 4a top). In contrast to VL30, IAPs possess the highest CpG density^36^. 

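From 4OHT + siCtrl to 4OHT + siDnmt1, the element FPKM of VL30 U3 class I rose to 25.5 ± 1.59 (SD, n = 2), 1.36 times. The log2 fold change of 0.49 (standard error 0.27, adjusted p = 0.355, limma) was within the spread between replicates and ranged from 0.10 to 0.89 with each library left out in turn. Class III had a log2 fold change of 0.33 (adjusted p = 0.569) and class IV of 0.42 (adjusted p = 0.501). VL30 U3 class II went from 0.0165 ± 0.0132 to 0.156 ± 0.169 (SD, n = 2 each), 9.42 times. Its log2 fold change was 0.96 (standard error 0.76, adjusted p = 0.514). With 4OHT + siDnmt1, class II held 5589 fragments in replicate 1 and 692 in replicate 2, so the size of its rise rests mostly on replicate 1. MMERVK10C rose from 0.0465 ± 0.0172 to 0.419 ± 0.0119 (SD, n = 2 each), 9.00 times, with a log2 fold change of 1.83 (standard error 0.56, adjusted p = 0.159). Without the filter on low genes, the adjusted p of MMERVK10C was 0.00551. IAPEz rose from 0.000354 ± 0.000204 to 1.75 ± 0.382 (SD, n = 2 each), a log2 fold change of 4.19 (standard error 0.34, adjusted p = 0.00379). Its adjusted p was 0.0610 with the filter at 5 FPKM and 0.331 with only these 2 groups fitted. The interaction of the 2 depletions, the log2 value by which their joint effect differs from the sum of both, was -2.46 for class I (standard error 0.38, adjusted p = 0.0960). It was -3.04 for class III (adjusted p = 0.0771), -2.36 for class IV (adjusted p = 0.173), -1.33 for IAPEz (adjusted p = 0.443) and 1.79 for MMERVK10C (adjusted p = 0.517). Between 4OHT + siCtrl and 4OHT + siDnmt1, 111 genes were called higher and 43 lower of 10562 tested, and 2069 had an unadjusted p under 0.05. After quantile normalization, the split was 75 higher and 54 lower. With 4OHT + siCtrl against siCtrl, 273 genes were called higher and 366 lower, with 3458 at an unadjusted p under 0.05. That split was 188 higher and 359 lower after quantile normalization, and 215 and 428 with median-ratio scaling. From these data and its methylation analysis, the paper concludes that silencing of VL30 in MEFs depends mostly on the Setdb1 pathway, with some contribution of DNA methylation.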

We also confirmed the RNA-seq data using RT-qPCR. Consistent with the *Dnmt1* KD iMEF and *Dnmt1*^−/−^ iMEF RNA-seq results, *Dnmt1* KD alone induced a strong reactivation of IAPEz in iMEFs (Fig. 4b), but the *Setdb1* KO alone did not show any reactivation. IAPEz did not show increased reactivation by simultaneous depletion of Dnmt1 and Setdb1. On the other hand, we observed a slight derepression of VL30 by *Dnmt1* KD alone. In addition, VL30 showed a minor augmentation in reactivation following the simultaneous depletion of Dnmt1 and Setdb1, compared to that by *Setdb1* KO alone (Fig. 4b). For some of ERVs like RLTR4, we observed a mild derepression and marginal augmentation in induction due to the simultaneous depletion of both Setdb1 and Dnmt1 (Fig. 4b).

We further analyzed distinct individual elements of VL30 U3 class I to investigate the role of DNA methylation and H3K9me3 in their silencing (Fig. 4c). 

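In single copies, the VL30 U3 class I element #9 rose from an element FPKM of 1.69 with siCtrl to 40.2 ± 1.07 with siDnmt1 (SD, n = 2), a log2 fold change of 4.49 (adjusted p = 1.01e-04, limma). Element #38 rose from 6.09 ± 0.892 to 27.7 ± 0.221 (SD, n = 2 each), a log2 fold change of 2.18 (adjusted p = 0.0201). With 4OHT + siCtrl, #9 was at 86.6 ± 11.9 and #38 at 135 ± 59.0 (SD, n = 2 each). With 4OHT + siDnmt1, #9 was at 104 ± 18.2 and #38 at 125 ± 48.3 (SD, n = 2 each). The log2 fold changes between the 4OHT groups were 0.26 for #9 (adjusted p = 0.381) and -0.10 for #38 (adjusted p = 0.904). Both differences were within the spread between replicates. Of the 71 elements, 10 had an assembled locus in each siCtrl library, 35 to 38 with siDnmt1, 51 to 54 with 4OHT + siCtrl and 53 to 55 with 4OHT + siDnmt1. With siDnmt1, 10 of 22 PBS-pro and 18 of 49 non-PBS-pro elements were called higher. With 4OHT + siCtrl, 16 PBS-pro and 33 non-PBS-pro elements were called higher. From 4OHT + siCtrl to 4OHT + siDnmt1, the median log2 ratio was 0.55 for PBS-pro and 0.33 for non-PBS-pro elements.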

Some of the Setdb1-repressed elements like #9 and #38 (all non-PBS-pro) were also derepressed by *Dnmt1* KD with Dnmt1-specific siRNA, but most of these U3 class I elements were not derepressed, and the impact of the simultaneous depletion of Dnmt1 and Setdb1 was marginal (Fig. 4c). *Dnmt1* siRNA treatment significantly reduced CG methylation levels on IAPEz (at the Mnd1 locus) and VL30 (PBS-pro) (Supplementary Fig. 7a); however, we did not detect clear reduction in DNA methylation at the analyzed VL30 5′ LTR sequences (individual locus of non-PBS-pro copies, #21, #38 and pool of PBS-pro elements loci) after the depletion of Setdb1 (Supplementary Fig. 7b and 8). Collectively, the silencing of VL30 in MEFs mostly depends on the Setdb1 pathway, even though DNA methylation contributes to this phenomenon to some extent. In contrast, the Dnmt1-mediated pathway is critical for the repression of IAPEz in iMEFs. Both the Dnmt1 and Setdb1 pathways contribute to IAPEz silencing in mESCs^4^.

### Long-term-cultured *Setdb1* KO iMEFs

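In the libraries labelled long-term KO, whose *Setdb1* FPKM was not below that of untreated cells, the element FPKM of VL30 U3 class I was 3.05 ± 0.0875 (SD, n = 3). It was 4.63 times lower than at 4OHT day 5, a log2 fold change of -2.14 (standard error 0.16, adjusted p = 1.06e-05, limma). This fall was -0.02 (adjusted p = 0.933) when only loci at least 90% inside an element were counted. The level remained 11.6 times that of untreated cells, a log2 fold change of 3.12 (adjusted p = 1.24e-06). VL30 U3 class III was at 0.0940 ± 0.00899 (SD, n = 3), 6.45 times lower than at 4OHT day 5, with a log2 fold change of -1.86 (adjusted p = 4.96e-05). Class IV did not fall, with 0.46 (standard error 0.38, adjusted p = 0.312). MMERVK10C was at 0.0625 ± 0.000448 (SD, n = 3), with a log2 fold change of -0.37 (adjusted p = 0.233). Every library labelled long-term KO was below every library labelled 4OHT day 5 for class I and class III (exact permutation test, two-sided, p = 0.1). The IFN list fell as well from 4OHT day 5 to long-term KO, with a median log2 fold change of -0.86 over 69 genes. In that comparison, 28 genes of the list were called lower and 1 higher, and the counts were the same when adjusted over the list alone. The set test gave p = 1.15e-11 (camera, two-sided, 5.06e-11 after adjustment over the 22 list tests), 2.53e-09 with fry and 0.00370 with the estimated correlation. *Irf7* was at 4.87 FPKM in long-term KO. Against untreated cells, 681 genes were called higher and 559 lower in long-term KO, with 6129 at an unadjusted p under 0.05, and the split was 530 and 651 after quantile normalization. Of 8708 genes, 585 were called higher and 536 lower in long-term KO than at 4OHT day 5, and 6027 had an unadjusted p under 0.05. The split turned to 528 higher and 569 lower with median-ratio scaling, and to 540 and 591 after quantile normalization.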

In our RNA-seq analysis using long-term-cultured *Setdb1* KO iMEFs, we noticed that reactivated ERV expression was lower than that in 4OHT-treated *Setdb1* cKO iMEFs (Supplementary Fig. 9a). To further examine the dynamics of VL30 U3 class I derepression after the acute depletion of Setdb1, we performed RT-qPCR analysis of VL30 U3 class I from day 0 to 11 days after the addition of 4OHT (Supplementary Fig. 9b). Upregulation of VL30 U3 class I was observed from day 4, and by day 8, the transcription level was more than 60-fold higher than the WT levels. However, this VL30 U3 class I expression decreased progressively after day 9. We performed ChIP-qPCR for H3K9me3 in WT, 4OHT-treated *Setdb1* cKO iMEFs, and long-term-cultured *Setdb1* KO iMEFs, and observed a lower enrichment of H3K9me3 at VL30 loci in long-term-cultured *Setdb1* KO iMEFs, which was not the case in WT cells (Supplementary Fig. 9c). We did not observe any recovery of H3K9me3 after long-term culturing. It is possible that other epigenetic repressive modifications, like DNA methylation or H3K27me3 modification, function to silence VL30, as backup mechanisms. Additional treatment of long-term-cultured *Setdb1* KO iMEFs with 5-Aza-dC, a Dnmt inhibitor, did not increase VL30 expression (Supplementary Fig. 9d). Thus, the desensitization of VL30 expression in long-term-cultured *Setdb1* KO iMEFs is not due to DNA methylation as a backup mechanism. To examine the potential role of H3K27me3, we treated cells with GSK126, which is a specific inhibitor of Ezh2^37^. Depletion of H3K27me3 in long-term-cultured *Setdb1* KO iMEFs did not augment the expression of VL30 induced by *Setdb1* KO alone; however, the overall H3K27me3 level was significantly reduced (Supplementary Fig. 9e, f).

### Distinct requirements for Setdb1, Trim28, and Zfp809

Zfp809, a member of the KRAB-ZFP family, initiates the silencing of VL30 family members in a sequence-specific manner via the recruitment of Trim28–Setdb1 complexes^38^. Zfp809 binds to PBS-pro, which is used by some retroviruses to prime reverse transcription. Thus, Zfp809 can recruit Trim28 and Setdb1 to ERVs possessing PBS-pro^39–41^. We analyzed the RNA-seq data of *Setdb1* KO iMEFs and *Zfp809* KO MEFs^38^ to compare non-PBS-pro and PBS-pro, with respect to VL30 derepression. The *Zfp809* KO MEFs were obtained from the KO embryo^38^. 

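As groups, the 49 non-PBS-pro VL30 U3 class I elements rose from an element FPKM of 0.563 ± 0.0454 in the untreated libraries to 27.5 ± 8.20 in the libraries labelled 4OHT day 5 (SD, n = 3 each). The log2 fold change was 5.34 (standard error 0.18, adjusted p = 3.85e-07, limma) and the ratio 48.9. The 22 PBS-pro elements rose from 0.0131 ± 0.00260 to 2.88 ± 0.0327 (SD, n = 3 each), with a log2 fold change of 4.72 (standard error 0.08, adjusted p = 1.38e-08) and a ratio of 220. Every library labelled 4OHT day 5 was above every untreated library in both groups (exact permutation test, two-sided, p = 0.1). Non-PBS-pro elements held 88.9% of the class I fragments at 4OHT day 5 and 97.3% in the untreated libraries. RNA-seq data of *Zfp809* KO MEFs were not used here.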

We observed a significant derepression of the non-PBS-pro VL30 group in *Setdb1* KO MEFs, but not in *Zfp809* KO MEFs (Fig. 5a). In the PBS-pro VL30 group, both *Setdb1* and *Zfp809* KO MEFs showed derepression of VL30 (Fig. 5a); however, derepression in the *Setdb1* KO was less prominent than that in the non-PBS-pro group, as shown in Fig. 3c. These results indicate that ERVs possessing non-PBS-pro escape repression by Zfp809, but are targeted by other silencing factors that can recruit Setdb1. Zfp809 is required to initiate stable epigenetic silencing during development, but not to maintain silencing in somatic cells^38^.

**Fig. 5:**
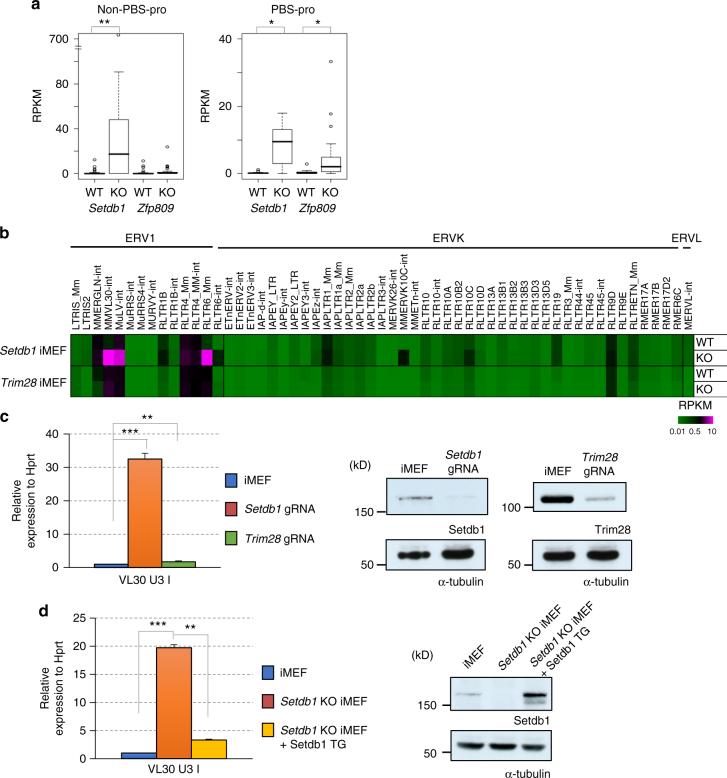
Distinct requirement of Setdb1, Trim28, and Zfp809 for VL30 silencing. **a** Boxplots indicate silencing effects on VL30 U3 I by Setdb1 and Zfp809. 71 VL30 U3 I (MMVL30-int with RLTR6_Mm U3 I) are divided into two groups according to with (22 loci) or without (49 loci) PBS-pro sequences. RNA-seq data of *Setdb1* cKO iMEFs (no treatment (WT) or 4OHT 5d (KO)), *Zfp809* KO MEFs derived from mutant embryos (KO) and wild type (WT)^38^ are shown. *0.005 < *P* < 0.05, **0.0005 < *P* < 0.005, Student’s *t*-test **b** Expression of ERV families in *Trim28* KO MEFs. RNA-seq data for *Trim28* WT and KO MEFs^5^ was reanalyzed. Heatmap indicates the magnitude of the RPKM value. For comparison, *Setdb1* cKO iMEF data (Fig. 1a) was shown above. **c** *Trim28* KO only marginally lead to VL30 derepression. iMEFs were transfected with a CRISPR-gRNA vector against *Setdb1* or *Trim28*. Two days later, transfected cells (tRFP-positive) were sorted using FACS Aria. Four days later, cells were harvested, and RT-qPCR of VL30 U3 class I was performed. (*Trim28*; *n* = 3 biological replicates *Setdb1*; *n* = 3 technical replicates) Error bars represent s.d. **0.0005 < *P* < 0.005, ***P < 0.0005, Student’s *t*-test. Efficiencies of CRISPR KO were examined by immunoblotting with anti-Setdb1 or anti-Trim28 antibodies. **d** Reintroduced Setdb1 represses VL30 in *Setdb1* KO iMEFs. Setdb1 was stably expressed in *Setdb1* long-term-cultured KO iMEFs. RT-qPCR of VL30 U3 class I was performed. (*n* = 2 biological replicates). Error bars represent s.d. **0.0005 < *P* < 0.005, ***P < 0.0005, Student’s *t*-test. Expression level of Setdb1 was examined by immunoblotting

To confirm whether Trim28 is also required for the maintenance of ERV silencing, previously published RNA-seq data from *Trim28* KO MEFs, in which Trim28 was depleted in the conditional KO MEFs^5^, were compared with our *Setdb1* KO iMEF data. In addition to the lack of increase in IAPEz expression, which was published previously, an increase of less than 2-fold in VL30 (MMVL30-int) expression in *Trim28* KO MEFs was observed (Fig. 5b). It is possible that the derepression of ERVs is desensitized after long-term culture of *Trim28* KO MEFs. Therefore, we utilized CRISPR-gRNA systems to inactivate *Trim28*, and analyzed the silencing of VL30 in iMEFs in a short time period. We also used the CRISPR-gRNA system for *Setdb1* inactivation. Both *Trim28* and *Setdb1* gRNAs efficiently diminished protein expression of their target molecules, although the cells were mixture of WT, and the incomplete and complete KO populations (Fig. 5c, right panel). The induction of U3 class I VL30 expression in iMEFs by this *Setdb1* gRNA treatment was greater than 30-fold induction. In contrast, we observed an ~2-fold increase in VL30 expression using *Trim28* gRNA (Fig. 5c, left panel), consistent with the results for the *Trim28* KO MEFs (Fig. 5b). Thus, these results indicate that Trim28 is mostly dispensable for the maintenance of VL30 silencing in MEFs, like Zfp809.

Finally, to test whether restoring Setdb1 expression can reverse U3 class I VL30 expression in long-term-cultured *Setdb1* KO iMEFs, we stably transfected cells with a transposon-based Setdb1 expression vector. Exogenous Setdb1 was capable of repressing VL30 upregulation, but this expression was still higher (~3-fold) than that in WT iMEFs (Fig. 5d). These results suggest that Setdb1 is recruited to VL30 loci via additional, unknown factors to initiate silencing in iMEFs.

## Discussion

In this study, we found that Setdb1 has a constant role in ERV silencing, which serves as a layer of epigenetic silencing not only in early embryonic or germ-lineage cells, but also in further differentiated somatic cells, even though a subset of cell-type-specific ERVs are only derepressed in Setdb1-deficient settings. Other transcriptional mechanisms, including cell-type-specific TFs, may restrict the expression of ERVs in *Setdb1* KO cells (Fig. 6).

**Fig. 6:**
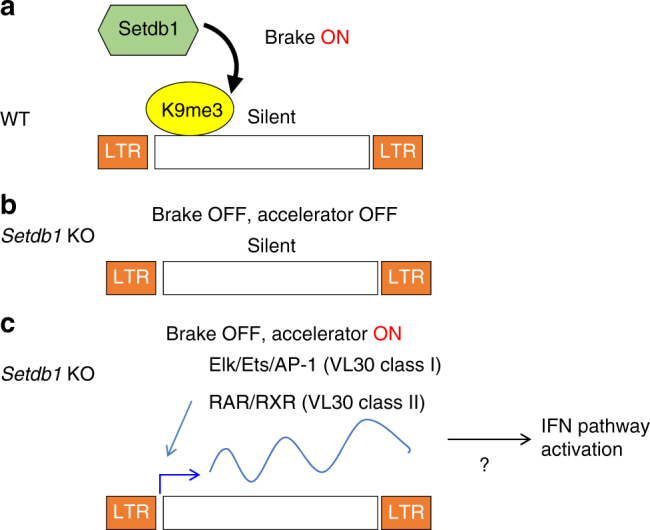
Model of Setdb1 function in ERV silencing. **a** Setdb1 deposits H3K9me3 at ERV loci generally in differentiated cells, not only in ESCs. **b** In *Setdb1* KO cells H3K9me3 is reduced at ERV loci. However, TFs are required for each ERVs to get depressed. Without accelerator (TFs) ERVs are not expressed even without brake (H3K9me3). **c** For example, in *Setdb1* KO iMEFs derepression of VL30 class I require Elk, Ets, and AP-1 TFs. VL30 class II is expressed only in the presence of RA in *Setdb1* KO iMEFs. This ERV derepression might cause IFN pathway activation^47^

As described, distinct ERV families were derepressed in different cell types when Setdb1 was depleted (Fig. 1a). However, the enrichment of H3K9me3 on ERVs targeted and repressed by Setdb1 in mESCs was mostly maintained in various differentiated somatic cells. This situation was similar to that of VL30, whose expression was highly induced in iMEFs and GMPs, but not in ESCs, after Setdb1 depletion. These results suggest that Setdb1 continuously targets similar ERV classes and deposits H3K9me3 marks, regardless of the developmental stage or cell type and the expression level of Setdb1. It is then necessary to determine how different types of ERVs are activated in different cell types after Setdb1 depletion. Two distinct mechanisms are probably critical. According to one mechanism, ERVs are repressed by multiple epigenetic pathways or marks, and they may function redundantly with Setdb1 to silence some ERVs. Setdb1-mediated H3K9 methylation and Dnmt-mediated DNA methylation is an example of this mechanism. IAPEz is redundantly repressed by Setdb1 and DNA methylation in mESCs^4^. In addition to DNA and H3K9 methyltransferases, many other epigenetic or chromatin factors, such as Lsd1/Kdm1, the polycomb repressive complex 2, Yin yang 1 (Yy1), Erb3-binding protein 1 (Ebp1), and CAF-1, have roles in ERV silencing^42–46^. Therefore, it is possible that these factors and deposited epigenetic marks may exhibit crosstalk and interact to cause ERV silencing in a context-dependent manner. In the second mechanism, tissue-type-specific or cell-type-specific TFs restrict the transcriptional competence of each ERV. Previously, we found that MLV-type ERVs are specifically derepressed in B cells after Setdb1 depletion^19^. In this case, the expression of B-cell lineage-specific TF Pax5 confers competence for such an MLV transcription. As shown in the current analyses, the cell-type-specific derepression of VL30 is also regulated by multiple cell-type-specific TF signaling pathways (Fig. 3). Thus, quiescent Setdb1-targeted ERVs have the potential for derepression upon inactivation of Setdb1, if their transcriptional machineries are competent.

Although it is generally recognized that DNA methylation, and not Setdb1-mediated H3K9me3, dominantly contributes to or is essential for ERV silencing in differentiated embryonic or adult somatic cells, only limited classes of ERVs, mostly IAPEz and its flanking LTR, IAPLTR1_Mm, are derepressed in *Dnmt1* KD or KO iMEFs. Since IAPEz is stably and highly methylated, and this hyper DNA methylation is maintained in *Setdb1* KO ESCs^3^, it is reasonable to assume that IAPEz is not derepressed by *Setdb1* KO alone in iMEFs. IAPEz is a high-copy-number ERV in the mouse genome (∼5000 copies, either full length or internally deleted), compared to members from other ERV families. Thus, the regulation of IAP was somewhat misleading with respect to the general behavior of ERVs.

In MEFs, only 1% (two genes) of gene promoters upregulated in *Setdb1* KO iMEFs were marked by H3K9me3 (Supplementary Fig. 3a), indicating that only a minority of induced genes are directly controlled by Setdb1. This finding is consistent with the results obtained for ESCs, but far fewer genes are regulated by Setdb1 in MEFs^4^. The majority of upregulated genes in *Setdb1* KO MEFs were IFN pathway-related genes. 

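Of the 244 genes in Supplementary Data 1, 54 are in the list of 98 IFN-induced genes, which is 22.1%. A list of 98 genes cannot make up most of 244, so this share does not test the paper's statement of a majority. In the other experiments with 4OHT, 162 of 186 tested genes of Supplementary Data 1 had a positive log2 fold change with 4OHT + siCtrl, with a median of 1.25, and 35 were called higher (43 adjusted over the list alone). At 4OHT day 6, 160 of 192 tested genes had a positive log2 fold change, with a median of 1.47, and 97 were called higher. At 4OHT day 6, 71 of 77 tested genes of the IFN list had a positive log2 fold change, with a median of 2.33 (camera p of 5.09e-24, two-sided, adjusted p = 5.60e-23 over the 22 list tests, limma). With fry the p was 0.000389, and with the estimated correlation 0.0633. In the siRNA experiment the list differed between the libraries labelled 4OHT + siCtrl, with a median of 2.21 in replicate 1 and 0.12 in replicate 2 against siCtrl. Its median log2 fold change was 1.17 with both (camera, two-sided, p = 1.45e-05, adjusted 3.98e-05), with p = 0.157 under fry and 0.441 with the estimated correlation. In long-term KO, the median was 0.73 against untreated cells (camera, two-sided, p = 2.08e-05, adjusted 5.08e-05), and the estimated correlation gave p = 0.0280.

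**Figure D4:**
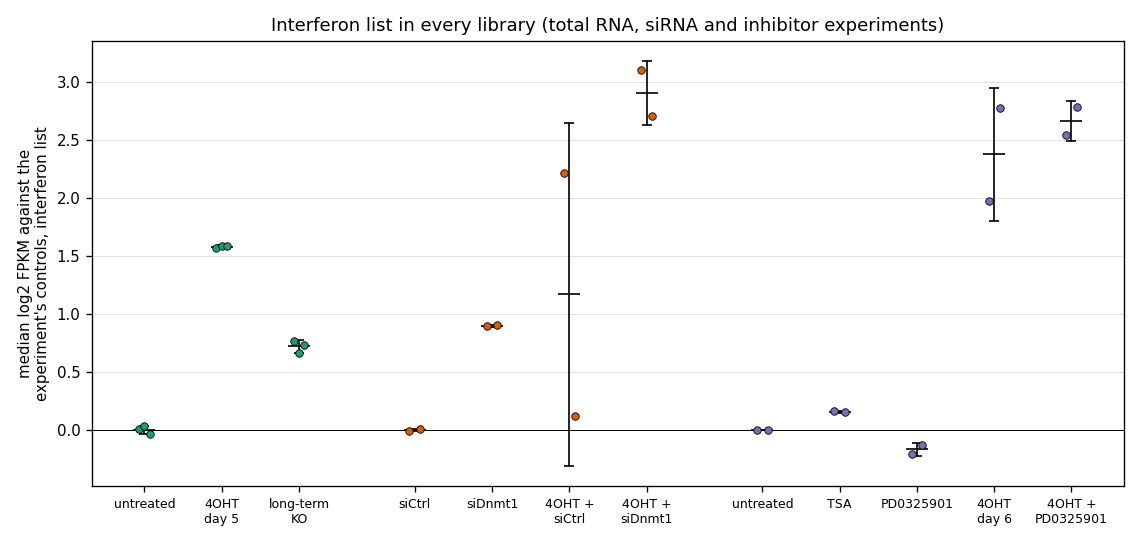
Median log2 FPKM of the IFN list against the controls of each experiment in all 27 libraries (points), with the mean (long line) and SD (error bar) of each group. The libraries labelled 4OHT + siCtrl lie at 2.21 and 0.12, and those labelled 4OHT + siDnmt1 at 3.10 and 2.71.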

A recent work by Cuellar et al. showed that the loss of Setdb1 induces the derepression of retrotransposable elements, and the generated double-stranded RNAs activate the cytosolic RNA-sensing IFN signaling pathway^47^. 

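With siDnmt1, 75 of 80 tested genes of the IFN list had a higher log2 value than with siCtrl, with a median log2 fold change of 0.93. The medians of the siDnmt1 libraries were 0.89 and 0.90. Of the 80 genes, 1 was called higher, and also 1 when adjusted over the list alone. The set test (camera, two-sided) gave p = 4.65e-09, adjusted 1.46e-08 over the 22 list tests, but 0.259 with fry and 0.312 with the correlation estimated from the libraries. From 4OHT + siCtrl to 4OHT + siDnmt1, the median was 1.69 (camera, two-sided, p = 4.76e-15, adjusted 3.49e-14, fry 0.0706, estimated correlation 0.197), with 3 genes called higher and 5 when adjusted over the list alone. This median was 2.66 without 4OHT + siCtrl replicate 1 and 0.43 without 4OHT + siCtrl replicate 2.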

The depletion of *Dnmt1* using RNAi or 5-Aza-dC treatment also induced IFN pathway-related genes (Supplementary Fig. 10). Thus, these upregulated genes are most likely indirectly induced by the derepression of ERVs.

Other H3K9me3-specific methyltransferases are Suv39h1/2. Suv39hs are responsible for H3K9me3 deposition at the pericentric heterochromatin, containing major satellite repeats. They also deposit H3K9me3 at intergenic major satellite repeats, but only if intact consensus repeat sequences are maintained^24,48^. Previous genome-wide analyses in ESCs, NPCs, and iMEFs have not provided clear evidence of a major function of Suv39h-dependent H3K9me3 in directing gene transcription^24^. Thus, a main function of H3K9me3 marks is the repression of retroelements, such as exogenous retroviruses, ERVs, and LINE elements, or imprinted genes, which are also thought to be derived from retrotransposons, but not coding genes. This is consistent with the role of H3K9 methylation in other species, such as fission yeast and plants^49,50^.

ERVs are repressed by distinct, co-operative epigenetic mechanisms during the first few days of embryogenesis^15^. KRAB-ZFP family members are implicated in this process. KRAB-ZFPs bind to specific ERV loci and recruit their cofactors Trim28, Setdb1, and other silencing factors^15^. Zfp809, which belongs to the KRAB-ZFP family, represses VL30 by binding to PBS-pro, which is used by some retroviruses to prime reverse transcription^38^. Zfp809 is required to initiate ERV silencing during embryonic development, but becomes largely dispensable in differentiated somatic tissues. Zfp809 functions to repress only ERVs with the PBS-pro sequence. Thus, Zfp809 regulates small fractions of VL30 repressed by Setdb1 (Fig. 5a). For the silencing of ERVs without the PBS-pro sequence, other KRAB-ZFPs may bind to several loci of ERVs^51^. *Trim28* KO MEFs or acute depletion of Trim28 in iMEFs leads to the marginal derepression of VL30 (Figs. 5b, c). Thus, the KRAB-ZFPs-Trim28 system is mostly dispensable for the maintenance of Setdb1-mediated VL30 silencing in MEFs. Lastly, it has been reported that a few number of VL30 elements were derepressed by treatment with a HDAC inhibitor, trichostatin A (TSA)^52^. We also performed an RNA-seq analysis of TSA-treated iMEFs, and could reproduce the reported findings. 

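With TSA, the element FPKM of VL30 U3 class I rose to 18.4 ± 6.81 (SD, n = 2), 40.0 times the level of untreated cells. The log2 fold change was 5.00 (standard error 0.30, adjusted p = 1.54e-05, limma), and it ranged from 4.61 to 5.38 with each library left out in turn. A pseudocount of 1 moved it most, to 3.69. VL30 U3 class III rose to 12.1 ± 4.15 and class IV to 10.7 ± 3.70 (SD, n = 2 each), with log2 fold changes of 6.48 (adjusted p = 5.21e-06) and 6.44 (adjusted p = 9.05e-06). IAPEz had a log2 fold change of 0.02 (adjusted p = 0.956), with 55.3 and 56.7 fragments against 0 and 9.59 in untreated cells. RLTR4 fell from 0.591 ± 0.0215 to 0.0311 ± 0.0196 (SD, n = 2 each), a log2 fold change of -2.41 (adjusted p = 2.16e-04). Of 11299 genes tested, 2186 were called higher and 1441 lower, and 6919 had an unadjusted p under 0.05. After quantile normalization, the split was 1899 higher and 1999 lower. *Ddit3*, *Elp5* and *Nts* had the highest log2 fold changes and were listed at 0 in both untreated libraries. *Angptl7* fell most, from 803 ± 8.29 to 0.859 ± 0.607 FPKM (SD, n = 2 each), a log2 fold change of -9.87 (adjusted p = 2.87e-06).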

Interestingly, the impact of TSA was dominantly on the non-PBS-pro type elements (Supplementary Fig. 11). Thus, there must be more complex mechanisms for VL30 silencing. 

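The 49 non-PBS-pro elements rose with TSA to an element FPKM of 36.9 ± 13.6 (SD, n = 2), 37.3 times the level of untreated cells, with a log2 fold change of 5.04 (adjusted p = 1.24e-05, limma). The 22 PBS-pro elements rose to 2.82 ± 1.10 (SD, n = 2), 207 times, with a log2 fold change of 4.63 (adjusted p = 3.36e-04). Non-PBS-pro elements held 91.7% of the class I fragments with TSA, and #9 alone held 52.3%. In the same experiment, non-PBS-pro elements held 98.4% in untreated cells and 70.6% at 4OHT day 6. Per element, 18 of 22 PBS-pro and 27 of 49 non-PBS-pro elements were called higher, and the mean log2 ratio of non-PBS-pro elements minus that of PBS-pro elements was -0.68 (permutation test, two-sided, p = 0.388). This difference was 0.19 with a pseudocount of 1. Element length was not separated from PBS type in this test. Over the 10 comparisons in which the element groups were set against each other, the Benjamini-Hochberg adjusted value was 0.606 for TSA.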

Future screen-based studies should be useful to identify genes or epigenetic factors responsible for Setdb1-mediated VL30 silencing in *Trim28* KO iMEFs.

## Methods

### Mouse embryonic fibroblasts

*Setdb1* cKO iMEFs were described earlier^3^. Single cells were recloned by serial dilution. Setdb1 deletion was induced by 800 nM 4OHT treatment for 4 days and further cultured without 4OHT for 2 days. Setdb1 expression was determined by western blot analysis to screen clones that responded well (MEF3-12). Anti-Setdb1 antibody (Cell Applications Inc., CP10377; dilution: 1:1,000) was used. To generate long-term-cultured *Setdb1* KO iMEFs, 800 nM 4OHT was added to MEF3-12 for 4 days, and further cultured without 4OHT for more than 1 week. For the CRISPR-gRNA knockout, pL-CRISPR-EFS-tRFP plasmids^53^ were transfected into iMEFs (MEF3-12) using the MEF2 Nucleofector Kit (Lonza). tRFP-positive cells were sorted using FACS Aria. The efficiency of knock out was confirmed by a western blot analysis with anti-Trim28 antibody (Abcam, ab22553; dilution: 1:1,000). Anti-α tubulin antibody (Sigma, T5168; dilution: 1:5,000) was used as an internal control. For chemical treatments, iMEFs were treated with 1 µM atRA (Sigma) for last 2 days, 1 µM MEK inhibitor PD0325901 (Wako) for last 24 hr, 5 µM Ezh2 inhibitor GSK126 (Xcess Bio) for last 5 days, and 150 nM TSA for 24 hr before cells were harvested. For Setdb1 rescue experiment in *Setdb1* KO iMEFs pPB-Setdb1-IRES Bsd plasmid with pPBase plasmid was transfected. Cells were selected with 8 µg ml^−1^ Blastcidin (InvivoGen). To generate 3× Flag tagged Ets1 expressing *Setdb1* cKO iMEFs, pPB-3xF-Ets1-IRES puro plasmid with pPBase plasmid was transfected. Cells were selected with 1.5 µg ml^−1^ puromycin (InvivoGen).

### Western blot analysis

Cells were lysed in RIPA buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5 % NP-40, 0.5 % Na-deoxycholate, and 0.1 % SDS) supplemented with protease inhibitor cocktails (100×) (Nacalai) and 0.1 mM PMSF (Nacalai). Western blot analyses were performed using the antibodies as indicated. Uncropped scans of western blot images are available in Supplementary Fig. 12.

### RNA extraction and quantitative real-time RT-PCR

RNA was isolated using RNeasy Plus Mini Kit (Qiagen). DNase I (NEB) was added to the column. Total RNA (1 µg) was used to generate cDNA, using the Omniscript RT Kit (Qiagen) and random primers. qPCR was carried out using Power SYBR Green PCR Master Mix (ABI) on the ABI StepOnePlus. The signals were normalized against Hprt signals. Primer sequences are shown in Supplementary Table 1.

### RNA-seq

Approximately 54 to 73 million high-quality 75-bp paired-end reads per sample for the forebrain^18^, ~110 million 100-bp paired-end reads per sample for iMEFs (Ctrl, 4OHT 5d and long-term cultured), 51-bp single-read per sample for iMEFs (siCtrl, siDnmt1, 4OHT 6d and 4OHT siDnmt1), and ~15 to 22 million 60-bp single-read for GMPs were mapped to the mouse genome (mm9) using the TopHat2 splice junction mapper (version 2.0.12)^54^ with parameter (-g 1) telling the software to report best alignment only once for multi-hit reads. Mm9 Refseq gtf file was downloaded from UCSC (http://genome.ucsc.edu) in Oct 22, 2014 and applied as gene annotation file. After obtaining the aligned bam files, the Cufflinks algorithm (version 2.2.1)^55^ was used to calculate FPKM with the Refseq gtf file. Repeat elements were downloaded from the University of California at Santa Cruz RepeatMasker track (mm9) and we selected ERVs annotated with high SW (Smith–Waterman) probability scores (≥2000). Sequences of RepeatMasker annotated ERVs were compared with Repbase consensus sequences and scored for percentage of similarity or length mismatch. We applied SW 2000 as a cutoff because sufficient LTR only types (such as IAPLTR1a, RLTR6_Mm, or RLTR10C) could not be collected with high SW (>3000). Differential expression was computed using BEDTools for ERVs (http://bedtools.googlecode.com) with a minimum of 1-bp overlap. According to published data^28^, MMVL30 subclasses were assigned to their neighboring RLTR6 repeats and reconfirmed the position from which each LTR starts by alignment with consensus sequence. The genomic positions of ERVs used for the analysis are shown in Supplementary Data 4.

### Native ChIP and crosslinked ChIP

Native ChIP assays were performed as described previously^3^. A mouse monoclonal antibody against H3K9me3 (2F3) was used^56^.

The antibody was incubated with anti-mouse IgG Dynabeads (Veritas for 1 h on ice and overnight after the addition of MNase-digested chromatin. For crosslinked ChIP, 1 × 10^7^ cells were crosslinked with 1% formaldehyde at 25 °C for 10 min. Chromatin was extracted and then sonicated using Bioruptor USD-250 to obtain an average fragment size of 300–500 bp. Immunoprecipitation was performed using Dynabeads with antibodies, followed by purification using QIAquick PCR Purification Kit (Qiagen).

### Bisulfite sequencing

Genomic DNA was purified from MEFs and bisulfite-converted using MethylCode Bisulfite Conversion Kit (Thermo). PCR products were amplified using TaKaRa EpiTaq HS (TaKaRa) and subcloned using TOPO Cloning Kit (Thermo) for sequencing. CpG methylation was analyzed using the QUMA tool (http://quma.cdb.riken.jp).

### siRNA

For knockdown experiments, 50 nM siRNAs targeting *Dnmt1* (siGENOME SMARTpool) or control siRNA (Dharmacon) was transfected into *Setdb1* cKO iMEFs using RNAiMAX (Thermo). Transfected cells were passaged 24 h after transfection. A second transfection was conducted with the same reagents on the following day. Cells were harvested at day 6 and RNA was isolated. For simultaneous KO of Setdb1, 4OHT was added at day 0.

### ChIP-seq

For ChIP-seq of H3K9me3, a polyclonal antibody against H3K9me3 (abcam ab8898) was used. For library preparation, KAPA Hyper Prep kit (KAPA biosystems) was used. Approximately 200 million 50-bp paired-end reads for forebrain cells, and ~20 to 23 million 76-bp single-end reads for iMEF were mapped to the mouse genome (mm9) using the Bowtie2 short read aligner (version 2.2.3) with default parameters^57^. A multi-hit read was assigned to one site randomly selected from among valid alignments and duplicate reads were removed using Picard tools (https://broadinstitute.github.io/picard/).

### Public sequencing data

Raw reads were downloaded from publicly available ChIP-seq (H3K9me3 in ESC: GSM1375155, GSM727425), (H3K9me3 in MEF: GSM1375168, GSM1375173), (H3K9me3 in GMP: DRX021712, DRX021713, DRX021716, DRX021717), and RNA-seq (*Setdb1* KO ESC established from conditional KO ESC: GSM727423, GSM727424), (*Dnmt1* cKO ESC and *Dnmt1, Setdb1* double cKO ESC: GSE77781), (*Dnmt1* WT, *p53*-/- and *Dnmt1*-/-, *p53*-/- iMEF: GSM1089793, GSM1089794), (*Zfp809* KO MEF established from KO embryo at E12.5: SRX487521), (*Trim28* KO MEF established from *Trim28* conditional KO MEF: GSM1916177, GSM1916178, GSM1916179, GSM1916180). Mapping and data processing were performed as described above.

### ChIP-seq NGS plots

NGS plots show the average ratios of normalized read density between ChIP and input samples every 10 bp (1 bin) of H3K9me3 from −5 kb to 10 kb around genomic ERV elements in ESC, forebrain, iMEF, and GMP. We selected ERVs containing -int element (which means the internal region) with flanked LTRs. Position 1 is 5′ start site of the -int element and average length of flanking LTR elements is about 600 bp. Positions of LTRs and int for each ERV element are indicated below the plots. Unique ERVs containing MMERVK10C-int (167 copies, average length: 7190 bp, flanking LTRs are RLTR10C), IAPEz-int (593 copies, average length: 5516 bp, flanking LTRs are IAPLTR1a), RLTR4_Mm-int (50 copies, average length: 7230 bp, flanking LTRs are RLTR4_MM), RLTR6-int (186 copies, average length: 7212 bp, flanking LTRs are RLTR6_Mm), and MMVL30-int (86 copies, average length: 5294 bp, flanking LTRs are RLTR6_Mm) were analyzed. ChIP-seq data sets for ESC and iMEF^24^, GMP^20^ and forebrain cells (this study) were used. Alignment files for H3K9me3 ChIP-seq data (bam format) were transformed to read coverage files (bigwig format) and processed to obtain plots for each ERV of interest using DeepTools2.0^58^ with the following parameters: -ratio log2, bin Size 10, scaleFactors SES. Read densities are normalized with read depth and million mapped reads of each NGS data.

### Data availability

All NGS sequencing data that support the findings of this study are available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) database under the accession number GSE102490.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: A somatic role for the histone methyltransferase Setdb1 in endogenous retrovirus silencing
**Source:** Nat Commun. 2018 Apr 27;9:1683. doi: 10.1038/s41467-018-04132-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** List of Up-regulated genes in Setdb1 KO iMEFs.

### **File Name: Supplementary Data 2**

**Description:** H3K9me3 ChIP-seq reads on ERVs and LINEs in Setdb1 cKO iMEFs.

### **File Name: Supplementary Data 3**

**Description:** Genomic distribution of each element of VL30 U3 class I. RPKM values of each element in Setdb1 cKO iMEFs (WT and KO (4OHT 5d) along with each sequences (1-300, red: mutated, blue: Elk site, light blue: AP-1 site and green: Ets site) were shown.

### **File Name: Supplementary Data 4**

**Description:** Genomic positions of ERVs used for the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

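RNA-seq data of *Setdb1* cKO iMEFs were analysed in 27 libraries of 3 experiments: total RNA (9 libraries, 3 groups), siRNA (8 libraries, 4 groups) and inhibitors (10 libraries, 5 groups). The authors aligned reads to mm9 with TopHat2, keeping 1 position for reads with several hits, and assembled each library with Cufflinks on RefSeq genes, which gave the deposited FPKM with their confidence intervals. The authors compared groups with Cuffdiff, and their deposited tables give log2 fold changes of the authors' group FPKM. The p-values and q-values in the deposited tables were computed by the authors with Cuffdiff, and the tables hold only loci marked significant. Values from these tables are given as those of the authors' deposited table and were not used in any test.

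The total RNA libraries carry no gene names, and their loci were matched by position to the loci that the named libraries give. A locus had to cover 95% of a gene. The matching was checked in the named libraries, where it gave the same name for 99.97% of loci at the lowest. Genes whose names start with Mir or Snor were left out, and loci that share a symbol were summed. Each experiment was fitted apart with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with all groups in the fit, trended variances and Benjamini-Hochberg adjustment. A gene was tested with at least 1 FPKM in as many libraries as the smallest group holds, and called at an adjusted p-value under 0.05 and a fold change of at least 2. In all, 10 comparisons and 2 interactions were tested. All limma, camera and fry tests were two-sided. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. With groups of 3, the smallest exact permutation p is 0.1, and with groups of 2 it is 0.333. Element groups were compared with 100000 permutations.

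Lists of IFN-induced (98), MAPK target (10), germline (20), proliferation (30), p53 target (16), haematopoietic (12), silencing factor (25) and transcription factor genes (15) were fixed before the data were examined, as were the samples, comparisons, criteria and the alternatives marked so. Lists were tested with camera at an inter-gene correlation of 0.01. Calls that hold under both fry and the estimated correlation are those of the IFN list at 4OHT day 5 and in both comparisons of long-term KO, of the p53 list at 4OHT day 5 and in long-term KO against 4OHT day 5, of the germline list with siDnmt1 and of the MAPK list with 4OHT + PD0325901. The genes named are those the paper names, list members, the 3 with the highest and the 3 with the lowest log2 fold change among genes with an adjusted p-value under 0.05 whose groups do not overlap, and genes of Supplementary Data 1 linked to an ERV. Other genes are marked as chosen after their values were seen. The result of 1 gene is not reported here.

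The measurement of ERV elements was added after the files had been seen. Fragments were computed from the FPKM and the upper end of its confidence interval, for loci without gene annotation that lay at least 50% inside an element. Element families were fitted together with the genes. A missing locus does not show that an element is silent. The depth of each library was computed from intervals and lengths of genes with 1 exon and bounds what can be detected.

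The fit was tested on simulated data. Of 200 changed genes, 190, 173 and 164 were called in the 3 experiments, and 3, 1 and 3 others. All simulated changes were larger than the fold limit, with a median log2 size of 2.23, 2.34 and 2.19. The genes varied independently of each other and the largest spreads were capped, so real libraries may give other rates. No outlier test was made, as no group holds 4 libraries or more. The alternatives covered pseudocounts of 1 and 0.01, no filter or 5 FPKM, median-ratio scaling, quantile normalization, the groups in the fit, the replicate number as a covariate, libraries left out, the criterion for a call, and the handling of loci. ChIP-seq, bisulfite and RT-qPCR data and the data of ESCs and forebrain were not used here.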

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

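All tests named in this part were chosen only after the result they bear on had been seen.

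The tests chosen after a result are those of its explanations. The gene lists, the comparisons, the criteria for a call and the alternatives marked so were fixed before the data were examined. The IFN list differed between groups in the interaction tests. The median interaction of Dnmt1 and Setdb1 was 0.57 over 80 genes, and that of PD0325901 and Setdb1 was 0.32 over 77 genes. The camera p was 0.0344 and 0.0481 at an inter-gene correlation of 0.01, and 0.0505 and 0.0662 after adjustment over the 22 list tests (limma). A technical explanation is that the genes of the list move together between libraries, so that a fixed correlation overstates the evidence. With the correlation estimated from these libraries, the p was 0.698 and 0.662, which fits this explanation. The Dnmt1 value also rests on 1 library. Without 4OHT + siCtrl replicate 2, whose IFN median was 0.12 against 2.21 in replicate 1, the median interaction was -0.32. A biological interaction is not needed to account for either value.

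The effect of PD0325901 on VL30 differed between cells with and without 4OHT. The interaction was -3.80 for VL30 U3 class III (adjusted p = 0.00433, limma), -4.22 for class IV (adjusted p = 0.00538) and -5.23 for the PBS-pro elements of class I (adjusted p = 0.0266). A technical explanation is that untreated cells hold too few fragments for a fall to be measured. For class III, the untreated libraries held 137 and 60.9 fragments and the PD0325901 libraries 13.0 and 0, so a fall was measured and this explanation is not supported. Another is that the pseudocount of 0.1 bounds the fall in untreated cells, where the element FPKM of class III was 0.0335. By the ratio of the means, class III fell 15.2 times without 4OHT and 26.7 times with it, while the log2 fold changes were -0.38 and -4.18, which fits this explanation. A biological interaction is not needed to account for the class III value. The untreated library with more fragments held 19.2 for class IV and 24.2 for the PBS-pro elements. Class IV did not fall without 4OHT, with an element FPKM of 0.0210 in untreated cells and 0.0354 with PD0325901, and the PBS-pro elements had no assembled locus with PD0325901. For class IV and the PBS-pro elements, too few fragments and a need for MEK activity in the expression that follows the loss of Setdb1 cannot be told apart, because untreated cells hold so few fragments.

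With TSA, 2186 genes were called higher, in a condition for which the paper reports VL30 and not all genes. A broad response to a histone deacetylase inhibitor is possible, but a shift in scale or values listed at 0 may also raise such a count. With median-ratio scaling the count was 1993, and with zeros of otherwise expressed genes taken as missing it was 2162. Neither fits a technical origin of most calls. Under quantile normalization, 1899 genes were higher and 1999 lower, so the excess of genes higher over genes lower depends on the scaling.

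Genes of the germline list rose with siDnmt1, which the paper does not discuss. The median log2 fold change of the 9 tested genes was 4.43, with 8 called higher (camera p of 2.09e-13, adjusted p = 1.15e-12 over the 22 list tests, limma). The p was 1.53e-06 with fry and 0.00392 with the estimated correlation. The value shrank to 1.61 with a pseudocount of 1 but stayed positive, and the lower of the medians in the 4OHT + siDnmt1 libraries was 2.81, so neither the pseudocount nor 1 pair of libraries fits as its cause. With 4OHT + siCtrl, the median was 0.21 (camera p of 0.907, limma). The rise is in line with silencing of these genes through Dnmt1.

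RLTR4 fell with TSA by a log2 fold change of -2.41 (adjusted p = 2.16e-04, limma), while the VL30 classes I, III and IV rose. Loci that extend past the elements and a shift in scale were tested as technical explanations. The value was -1.66 with only loci at least 90% inside an element, -2.42 with median-ratio scaling and -2.95 after quantile normalization, so neither accounts for the whole fall. Few copies may hold most of the RLTR4 reads, and reads shared between copies were placed at 1 position, which was not tested.

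The p53 list rose at 4OHT day 5, with a median log2 fold change of 0.38 over 12 genes, of which 9 were higher and 1 was called (camera p of 0.00521, adjusted p = 0.0104, limma). With the correlation estimated from the libraries, the p was 0.0319, so genes moving together do not account for it. In long-term KO, the median was -0.06 against untreated cells (camera p of 0.412, limma). A p53 response in the days after the deletion is a possible explanation, and DNA damage was not measured here.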

How the results depend on the processing

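Each value was computed again under alternatives, and the value of the fit used at the claims stands in parentheses below. A count was taken as the same if it stayed within 1.5 times. A tested value was taken as the same if its sign and its call held, whatever its size. A value without a p had to move by less than the SD between replicates. By these rules, 297 of 364 counts of genes, 307 of 339 list values, 494 of 520 ERV values and 226 of 228 values of named genes were the same. In fits that each left out 1 library, 42 of 42 counts of the total RNA experiment, 113 of 128 list values, 189 of 196 ERV values and 88 of 88 values of named genes were the same. Counts of the siRNA and inhibitor experiments were not made in these fits, as 1 library would be left in a group. For every change below, the cause was not tested unless it is named.

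Many counts moved with the criterion for a call. With no fold limit, genes higher and lower were 1665 (180) and 1586 (118) at 4OHT day 5, 3335 (681) and 2588 (559) in long-term KO against untreated cells, and 3142 (585) and 2655 (536) in long-term KO against 4OHT day 5. Likewise 525 (260) genes were lower with siDnmt1, 769 (273) higher and 689 (366) lower with 4OHT + siCtrl, and 98 (43) lower with 4OHT + siDnmt1 against 4OHT + siCtrl. In the inhibitor experiment, the counts were 1387 (550) and 1435 (702) at 4OHT day 6, 671 (349) and 879 (471) with PD0325901, 490 (270) and 299 (157) with 4OHT + PD0325901, and 3562 (2186) and 2751 (1441) with TSA. These counts are higher because the criterion is wider. With no test and a ratio of mean FPKM of at least 2, 188 (118) genes were lower at 4OHT day 5. Higher and lower counts were then 530 (251) and 578 (260) with siDnmt1, 703 (273) and 600 (366) with 4OHT + siCtrl, 606 (111) and 260 (43) with 4OHT + siDnmt1, and 508 (270) and 312 (157) with 4OHT + PD0325901.

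Without the filter on low genes, genes higher were 333 (180) at 4OHT day 5, 386 (251) with siDnmt1, 187 (111) with 4OHT + siDnmt1 and 3467 (2186) with TSA. The interaction of Dnmt1 and Setdb1 was then called higher in 31 (13) and lower in 19 (8) genes, because more genes were tested. The haematopoietic list at 4OHT day 6 was 0.13 (-0.15), and the IFN list with 4OHT + PD0325901 stayed at 0.30 with a camera p of 0.0445 (0.0607). MMERVK10C stayed at 1.83 with 4OHT + siDnmt1, with an adjusted p of 0.00551 (0.159), and the PBS-pro interaction with PD0325901 stayed at -5.23, with an adjusted p of 0.0516 (0.0266).

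With a filter at 5 FPKM, fewer genes were tested. Genes higher were 98 (180) at 4OHT day 5, 120 (251) with siDnmt1, 48 (111) with 4OHT + siDnmt1 and 1268 (2186) with TSA, and 170 (260) were lower with siDnmt1. Long-term KO gave 401 (681) and 372 (559) against untreated cells, and 360 (585) and 329 (536) against 4OHT day 5. The interaction of Dnmt1 and Setdb1 gave 7 (13) and 5 (8). Of Supplementary Data 1, 81 (144) genes were called higher at 4OHT day 5. The haematopoietic list at 4OHT day 6 was -0.54 (-0.15), the p53 list in long-term KO reversed to 0.0496 (-0.0567), and the IAPEz value of 4.19 with 4OHT + siDnmt1 had an adjusted p of 0.0610 (0.00379).

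With a pseudocount of 1, which shrinks low values, genes higher were 426 (681) in long-term KO against untreated cells, 155 (273) with 4OHT + siCtrl and 356 (550) at 4OHT day 6. Genes lower were 357 (536) in long-term KO against 4OHT day 5 and 306 (471) with PD0325901. The interaction of Dnmt1 and Setdb1 was called higher in 25 (13) genes. At 4OHT day 5, VL30 U3 class III was 0.66 (2.64) and MMERVK10C 0.15 (1.05). Class III in long-term KO against 4OHT day 5 was -0.55 (-1.86), class I with PD0325901 -0.52 (-2.26) and RLTR4 with TSA -0.63 (-2.41). The class I interaction with PD0325901 was -2.93 (-1.97), the IFN list with 4OHT + PD0325901 stayed at 0.30 with a camera p of 0.0348 (0.0607), and the difference between non-PBS-pro and PBS-pro elements with TSA reversed to 0.19 (-0.68). With a pseudocount of 0.01, the interaction of Dnmt1 and Setdb1 was called higher in 8 (13) genes, and the IFN interactions of 0.57 (0.57) and 0.34 (0.32) had a camera p of 0.0688 (0.0344) and 0.0636 (0.0481). The class III interaction with PD0325901 was -2.87 (-3.80), that of PBS-pro elements -5.00 (-5.23), and the difference between non-PBS-pro and PBS-pro elements at 4OHT day 5 reversed to -0.24 (0.22).

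With only the 2 groups compared in the fit, fewer libraries set the variance. Higher and lower counts were 449 (251) and 456 (260) with siDnmt1, 48 (273) and 133 (366) with 4OHT + siCtrl, 22 (111) and 5 (43) with 4OHT + siDnmt1, and 64 (270) and 39 (157) with 4OHT + PD0325901. Of Supplementary Data 1, 11 (35) genes were called higher with 4OHT + siCtrl. Adjusted p was 0.191 for MMERVK10C at 4OHT day 5 (log2 fold change 1.05), 0.331 for IAPEz with 4OHT + siDnmt1 (4.19) and 0.0598 for class I with PD0325901 (-2.26).

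Quantile normalization changed the sign of these values among others. At 4OHT day 5, class II was -0.32 (0.01), class IV -0.44 (0.59), MMERVK10C -0.0289 (1.05), IAPEz -0.28 (0.02) and RLTR4 -0.78 (0.21). The IFN list was 0.00456 (-0.0865) with PD0325901 and -0.27 (0.17) with TSA. The IFN list with 4OHT + PD0325901 was 0.27 (0.30) with a camera p of 0.0219, the proliferation list at 4OHT day 5 was 0.0944 (0.0393), the haematopoietic list at 4OHT day 6 was 0.0199 (-0.15), and the class I interaction with PD0325901 was -2.43 (-1.97). Median-ratio scaling gave 30 (58) genes with a higher PD0325901 interaction and 0.25 (0.30) for the IFN list with 4OHT + PD0325901. The median log2 fold change of all genes moved by -0.107 with TSA under quantile normalization, and by -0.120 for the interaction with PD0325901 under median-ratio scaling.

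With the correlation between genes estimated from the libraries, camera gave a p of 0.105 for the MAPK list with PD0325901 (-2.20), 0.441 for the IFN list with 4OHT + siCtrl (1.17), 0.197 with 4OHT + siDnmt1 (1.69), 0.0633 at 4OHT day 6 (2.33) and 0.312 with siDnmt1 (0.93, limma). The IFN interactions of 0.57 and 0.32 had a p of 0.698 and 0.662, and the proliferation list had a p of 0.369 in long-term KO against untreated cells (0.35) and 0.365 against 4OHT day 5 (0.17, limma). With fry, the IFN list had a p of 0.157, 0.0706, 0.533, 0.360 and 0.259 for 4OHT + siCtrl (1.17), 4OHT + siDnmt1 (1.69), both interactions (0.57 and 0.32) and siDnmt1 (0.93, limma). The p53 list in long-term KO (-0.0567) had a p of 6.45e-06 with fry.

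The replicate numbers were used as a replicate block once, and neither the labels nor the paper say that they pair the samples. Correlations between same-numbered libraries were -0.0389 to 0.0672 in the total RNA experiment, -0.0958 to 0.0819 in the siRNA experiment and -0.0152 to 0.226 in the inhibitor experiment. The values of 0.220, 0.174 and 0.226 between PD0325901, 4OHT day 6 and 4OHT + PD0325901 were the highest, so a difference that these replicates share is not excluded. With the block, 4OHT + siDnmt1 gave 58 (111) genes higher and 20 (43) lower, the interaction of Dnmt1 and Setdb1 7 (13) genes higher, the IFN list with 4OHT + PD0325901 0.30 with a camera p of 0.0487, and the IFN interaction with PD0325901 0.32 with a camera p of 0.0705. The block changed no other call.

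Alternatives added after the data had been seen changed these results. With zeros of otherwise expressed genes taken as missing, the interaction of Dnmt1 and Setdb1 was called higher in 3 (13) and lower in 0 (8) genes, and the p53 list at 4OHT day 5 was 0.33 (0.38), as it was with genes that had a value in at least 2 libraries of each group. When only loci at least 90% inside an element were counted, class I in long-term KO against 4OHT day 5 was -0.0162 (-2.14). The difference between non-PBS-pro and PBS-pro elements then reversed to -1.03 (0.22) at 4OHT day 5 and to 0.14 (-1.18) in long-term KO against 4OHT day 5. With FPKM times the length of the locus, the PBS-pro interaction with PD0325901 was -4.92 (-5.23).

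The odds ratio of ERV elements in genes called higher was 0.746 with Supplementary Data 1 in their place (1.42, reversed) and 3.67 with elements within 5 kb. The difference of genes near VL30 U3 class I elements reversed to 0.21 (-0.13) with a limit of 100 RPKM, and a distance of 10 kb gave no value because 3 and 1 genes were left.

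Across fits that each left out 1 library, the lists ranged as follows. The MAPK list with PD0325901 was between -2.53 and -2.07, the germline list between 0.00 and 0.21 with 4OHT + siCtrl and between 4.43 and 4.92 with siDnmt1, and the haematopoietic list at 4OHT day 6 between -0.243 and -0.0491. The IFN list was between -0.206 and -0.0834 with PD0325901, 0.11 and 0.16 with TSA, and 0.88 and 0.94 with siDnmt1. The p53 list in long-term KO was between -0.103 and 0.0432, reversed without long-term KO replicate 3. The proliferation list in long-term KO against 4OHT day 5 was between 0.15 and 0.26. MMERVK10C at 4OHT day 5 was between 1.00 and 1.08, and the difference between non-PBS-pro and PBS-pro elements in long-term KO against 4OHT day 5 was between -1.26 and -0.99.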

Differences from the paper's values

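At 4OHT day 5, 8410 genes were neither higher nor lower, against the paper's 22533. None of the alternatives set before the data were examined closed this gap, with values from 5457 to 13699. The fit tested only 8708 genes, fewer than the paper's unchanged genes alone, so the sets of genes differ. The counts of genes called were within 1.5 times of the paper's, with 180 genes higher against the paper's 244 and 118 lower against the paper's 144. For genes higher, 14 of 18 alternatives were within 1.5 times of the paper's count, and a ratio of mean FPKM of at least 2 without a test gave 253.

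The ratio of genes with to genes without an ERV was 0.0112 for genes higher against the paper's 0.0472, 0 for genes lower against the paper's 0.0434, and 0.00803 for the others against the paper's 0.0467. The ratios here rest on the tested genes only and leave out elements of VL30 U3 class IV, so the sets compared are not the same. With elements within 5 kb of the locus, set before the data were examined, the ratio for genes higher was 0.0405 and within 1.5 times of the paper's. With Supplementary Data 1 in place of the genes called, it was 0.00599 and outside. Neither alternative closed the gap for genes lower, at 0, or for the others, at 0.00814 and 0.0112. The p of the comparison was 0.655 (Fisher's exact test, two-sided) against the paper's 0.12. The alternatives gave 1 and 0.00457, and neither closed the gap. The latter, with elements within 5 kb, is below 0.05, whereas the paper finds no enrichment.

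The median depth of the total RNA libraries was 39.6 M fragments, or 79.3 M reads with 2 reads for each fragment, against the paper's 110 M paired-end reads per sample. On the scale of reads, the values are within 1.5 times of each other, but they are not if the paper's number counts pairs of reads.

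For single VL30 elements, the measure here is an element FPKM and the paper's is an RPKM. Element #9 was at 2.83 in untreated cells and 105 at 4OHT day 5, against the paper's 6.07 and 280. Element #38 was at 5.32 and 88.9, against the paper's 12.3 and 780. Its value at 4OHT day 5 rests on 4OHT day 5 replicate 3, as no locus was assembled for it in the other libraries of the group. Elements #58 and #47 had no assembled locus in either group and were at 0, against the paper's 0.0685 and 2.95 for #58 and 0.0807 and 5.40 for #47. No alternative for these values was set before the data were examined.

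The paper's test of ERV elements in genes was a binomial test, whereas Fisher's exact test was used here. The paper states that PBS-pro-negative elements were more derepressed than PBS-pro-positive elements in *Setdb1* KO iMEFs. At 4OHT day 5, the element FPKM of the PBS-pro group rose 220 times and that of the non-PBS-pro group 48.9 times, while their log2 fold changes were 4.72 and 5.34. Per element, the mean log2 ratio differed by 0.22 (permutation test, two-sided, p = 0.746), in the direction the paper states, and by -0.24 with a pseudocount of 0.01, set before the data were examined. In the other comparisons of 4OHT-treated with untreated cells it was in the opposite direction, with -0.549 for 4OHT + siCtrl (permutation test, two-sided, p = 0.457) and -0.834 at 4OHT day 6 (permutation test, two-sided, p = 0.267). In long-term KO against untreated cells it was -0.967 (permutation test, two-sided, p = 0.0298, 0.149 after adjustment over the 10 comparisons). For TSA, the paper states that its impact was mainly on non-PBS-pro elements. Non-PBS-pro elements held 98.4% of the class I fragments in untreated cells, 91.7% with TSA and 70.6% at 4OHT day 6. The higher share with TSA than at 4OHT day 6 is in the direction the paper states. Per element, 18 of 22 PBS-pro and 27 of 49 non-PBS-pro elements were called higher with TSA, and the mean log2 ratio differed by -0.68 (permutation test, two-sided, p = 0.388). A pseudocount of 1, set before the data were examined, gave 0.19. Many non-PBS-pro elements are much shorter than most PBS-pro elements, so these per-element tests do not separate PBS type from length.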

Other observations

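All tests named in this part were chosen only after the result they bear on had been seen.

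Here too, the tests chosen after a result are those of its explanations, while the gene lists, comparisons and criteria for a call were fixed before. The libraries labelled long-term KO had *Setdb1* at 7.24, 7.32 and 6.96 FPKM, against 5.95, 5.53 and 5.16 FPKM in untreated cells, a log2 fold change of 0.37 (standard error 0.16, adjusted p = 0.0760, limma). Untreated cells under that label could give such a value. VL30 U3 class I was 3.12 higher on the log2 scale than in untreated cells, which untreated cells would not show. Whether the *Setdb1* RNA carries the deletion was not tested.

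The number of genes called could arise by chance from the grouping of the 9 total RNA libraries. Of the 10 ways to part 6 libraries into groups of 3, 1 gave as many genes called for 4OHT day 5 against untreated cells, the labelled one, and likewise 1 of 10 for each comparison with long-term KO. The labelled groupings gave 298, 1240 and 1121 genes called, and the others at most 6, 5 and 3. With 10 splits the share cannot fall under 0.1, so the splits alone leave chance open. For 4OHT day 5, libraries of another experiment speak against chance. Of the genes of Supplementary Data 1, which the study chose on the total RNA libraries, 160 of 192 were higher at 4OHT day 6, or 83.3%, against 49.7% of all genes tested there. For long-term KO, its 3 libraries were also set against the other 6, which gave 1049 genes called. Of the 84 ways to choose 3 of the 9 libraries, 1 gave as many, and no choice of libraries from more than 1 group gave more than 3, which speaks against chance.

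Genes listed at 0 in some libraries and at 2 FPKM or more in the others may be failed estimates at loci that overlap another gene. In the inhibitor experiment, 60.1% of 238 such genes overlapped another gene, against 16.7% of the other genes (Fisher's exact test, two-sided, p = 1.73e-49, adjusted 5.20e-49 over 3 tests). The shares were 33.9% and 16.5% in the total RNA experiment (p = 8.13e-11, adjusted 8.13e-11, exact) and 52.0% and 17.1% in the siRNA experiment (p = 1.04e-25, adjusted 1.56e-25, exact). This fits the explanation and bears on *Setdb1*, which overlaps *Cers2*, in the inhibitor experiment.

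A hypothesis was that the IFN genes follow the level of VL30 U3 class I RNA within 24 h. With 4OHT + PD0325901, class I fell by 4.23 on the log2 scale against 4OHT day 6, while the median of the IFN list changed by 0.30. This speaks against the hypothesis. It does not exclude that other RNA, such as that of MMERVK10C, acts, or that the response outlasts its trigger. A related hypothesis was that class I RNA alone raises the IFN genes. With TSA, class I rose by 5.00 and the IFN list by 0.17 (camera p of 0.695, limma). As TSA acts on many genes, the explanations cannot be told apart.

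The MAPK list in long-term KO was lower than in untreated cells, with medians of -1.30, -1.35 and -1.26 in the 3 libraries. *Etv4* fell by 3.39 (adjusted p = 1.53e-08, limma).

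Of the list of silencing factors, *Atf7ip* was called higher at 4OHT day 5, with 23.8 against 8.51 FPKM, a log2 fold change of 1.47 (adjusted p = 1.66e-06, limma). In long-term KO, *Atf7ip* was called higher (1.04) and *Pa2g4* lower (-1.04). With 4OHT + siCtrl, *Atf7ip* (1.28) and *Zfp809* were called higher. At 4OHT day 6, *Atf7ip* had a log2 fold change of 0.87 and was not called. With TSA, *Dnmt3a* (-1.63), *Trim28* (-1.56) and *Uhrf1* were called lower.

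Of the list of transcription factors, *Fosl2* was called lower at 4OHT day 5 (-1.34). In long-term KO against untreated cells, *Fosl1* (-3.96), *Fosl2* and *Jun* were called lower, and *Fos* and *Fosb* higher. With 4OHT + siCtrl, *Fosl1* was called higher (1.43), and *Fos* (-4.00), *Junb* and *Fosl2* lower. At 4OHT day 6, *Junb* and *Fosl2* were called lower. With PD0325901, *Fosl1* was called lower (-6.01) and *Jund* higher. With TSA, *Fosb*, *Fosl2* and *Rarg* were called lower.

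The proliferation list had a median log2 fold change of 0.04 at 4OHT day 5 (camera p of 0.341, adjusted p = 0.417, limma) and of 0.35 in long-term KO (camera p of 0.0258, adjusted p = 0.0405, limma). In long-term KO, the p was 4.11e-05 with fry but 0.369 with camera at the estimated correlation. Of its 23 tested genes, 0 were called in long-term KO, so the rise is uncertain. Of the haematopoietic list, 8 of 12 genes were under 1 FPKM in every library, and 2 or 3 genes were tested. Its median was 0.12 at 4OHT day 5, -0.15 at 4OHT day 6 and 3.12 with TSA.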
